# Tetramerization of STAT5 regulates monocyte differentiation and the dextran sulfate sodium-induced colitis in mice

**DOI:** 10.3389/fimmu.2023.1117828

**Published:** 2023-04-20

**Authors:** Kelly L. Monaghan, Wen Zheng, Halima Akhter, Lei Wang, Amanda G. Ammer, Peng Li, Jian-Xin Lin, Gangqing Hu, Warren J. Leonard, Edwin C. K. Wan

**Keywords:** STAT5 tetramers, monocytes, GM-CSF, colitis, arginase I

## Abstract

In response to external stimuli during immune responses, monocytes can have multifaceted roles such as pathogen clearance and tissue repair. However, aberrant control of monocyte activation can result in chronic inflammation and subsequent tissue damage. Granulocyte-macrophage colony-stimulating factor (GM-CSF) induces monocyte differentiation into a heterogenous population of monocyte-derived dendritic cells (moDCs) and macrophages. However, the downstream molecular signals that dictate the differentiation of monocytes under pathological conditions is incompletely understood. We report here that the GM-CSF-induced STAT5 tetramerization is a critical determinate of monocyte fate and function. Monocytes require STAT5 tetramers to differentiate into moDCs. Conversely, the absence of STAT5 tetramers results in a switch to a functionally distinct monocyte-derived macrophage population. In the dextran sulfate sodium (DSS) model of colitis, STAT5 tetramer-deficient monocytes exacerbate disease severity. Mechanistically, GM-CSF signaling in STAT5 tetramer-deficient monocytes results in the overexpression of arginase I and a reduction in nitric oxide synthesis following stimulation with lipopolysaccharide. Correspondingly, the inhibition of arginase I activity and sustained supplementation of nitric oxide ameliorates the worsened colitis in STAT5 tetramer-deficient mice. This study suggests that STAT5 tetramers protect against severe intestinal inflammation through the regulation of arginine metabolism.

## Introduction

Monocytes are innate immune cells that have instrumental roles in pathogen clearance, the amplification of inflammatory responses, and the resolution of tissue damage (1). The fate of monocyte differentiation is regulated by a combination of external stimuli, which have been extensively studied *in vitro* (2–4). Upon activation, monocytes differentiate into a heterogenous population of monocyte-derived cells (MDCs) that is comprised of monocyte-derived dendritic cells (moDCs) and macrophages. moDCs predominantly facilitate antigen presentation and subsequent T-cell expansion, whereas macrophages express proinflammatory cytokines and promote the phagocytosis of apoptotic cells. In some instances, macrophages can also facilitate tissue repair and angiogenesis. These monocyte-derived macrophages are conventionally characterized using a binary classification method that defines them as either proinflammatory “M1” or immunomodulatory “M2” cells (5). This characterization is often based on the expression of “M1/M2” markers that are differentially expressed by these cells. However, the functional dichotomy of M1/M2 macrophages may not apply under inflammatory conditions given that it does not account for the nuanced signals that macrophages receive under these context-dependent conditions. Thus, there is a need to elucidate the molecular mechanisms, downstream of cytokine signaling, that dictate the fate of monocyte differentiation and function.

The cytokine granulocyte-macrophage colony-stimulating factor (GM-CSF) plays a critical role in regulating autoimmune-associated inflammation and chronic inflammation (6, 7). GM-CSF induces the terminal differentiation of monocytes into moDCs and macrophages, with a proclivity toward moDCs (8–11). GM-CSF-mediated activation of monocytes is generally thought to promote the pathogenesis of autoimmune diseases, such as rheumatoid arthritis and multiple sclerosis (11, 12). However, animal studies demonstrate that GM-CSF protects mice from experimental models of inflammatory bowel disease (IBD), which includes Crohn’s disease and ulcerative colitis. In addition, early clinical studies suggest that GM-CSF administration decreases disease severity in patients with active Crohn’s disease (13–16). However, the mechanisms by which GM-CSF modulates colitis severity are not completely understood. Multiple signaling pathways, including the JAK2-STAT5, MAPK, and PI3K-AKT pathways, are activated upon GM-CSF stimulation. Among which the transcription factor STAT5 is the major signaling mediator that regulates the GM-CSF-induced responses during monocyte differentiation (7, 17). Upon activation, STAT5 proteins undergo functional dimerization *via* SH2 domain-phosphotyrosine interactions. Interactions between two STAT5 dimers *via* their N-terminal regions (N-domains) result in tetramerization of STAT5. STAT5 tetramers can bind to lower affinity non-consensus γ interferon activated sequence (GAS) motifs that are optimally spaced, allowing for the regulation of target genes (18–20). The physiological functions of STAT5 tetramers can be investigated using the *Stat5a*-*Stat5b* N-domain double knock-in (DKI) mice, in which substitutions at I28A and F81A in STAT5A and STAT5B prevent STAT5 tetramerization (19). Using this mouse strain, we recently demonstrated that STAT5 tetramers promote autoimmune-mediated neuroinflammation *via* the regulation of CCL17 expression in MDCs. CCL17 in turn promotes the extravasation of pathogenic T-helper 17 (Th17) cells from the meninges into the spinal cord parenchyma (21). Here, we report that STAT5 tetramers also play a critical role in controlling the fate of monocyte differentiation. GM-CSF-mediated activation of STAT5 tetramers promotes monocyte differentiation into moDCs but suppresses their differentiation into macrophages. In addition, contrary to their pathogenic role in neuroinflammation, STAT5 tetramers delay DSS-induced colitis in mice by suppressing the expression of arginase I by MDCs. This study highlights opposing context-dependent effects of STAT5 tetramers in inflammatory diseases.

## Results

### STAT5 tetramers promote moDC but suppress macrophage differentiation

We first sought to investigate the role of STAT5 tetramers in monocyte differentiation. WT and DKI monocytes were stimulated *in vitro* with 20 ng/mL GM-CSF, and the expression of moDC and macrophage lineage markers was determined on days 3, 6, and 9. The purity of monocytes isolated from the bone marrow was greater than 85% (**Supplemental Figure 1A**). As expected, GM-CSF induced the differentiation of monocytes into moDCs, which were characterized as CD11c+ MHCII^hi^ CD80^hi^ CD86^hi^ (**Figures 1A, B**). However, upon GM-CSF stimulation, the DKI monocytes exhibited reduced expression of MHCII, CD80 and CD86 (**Figures 1A, B**), but increased expression of the macrophage-associated markers F4/80, CD115, and merTK (**Figures 1C, D**). In addition, when stimulated with GM-CSF for 8 days, the cells in the WT culture had a dendritic cell morphology, whereas the cells in the DKI culture had a macrophage morphology (**Figure 1E**). We asked whether the effect of STAT5 tetramers on monocyte differentiation is dependent of the dose of GM-CSF. We stimulated WT and DKI monocytes with 2 or 5 ng/mL GM-CSF and found that WT monocytes maintained the preference to express markers for moDCs, whereas DKI monocytes were skewed to express the macrophage-associated markers. However, the percent of differentiating monocytes expressing these markers were less compared with 20 ng/mL GM-CSF stimulation (**Supplemental Figures 1B-F**). Thus, STAT5 tetramers appear to strongly regulate the proportion of monocytes that differentiate into moDCs compared to macrophages. We posited that STAT5 tetramers promote the differentiation of monocytes into a genetically distinct population of cells. To investigate this, the differential gene expression in WT and DKI monocytes was assessed following 3 and 6 days of differentiation with GM-CSF. 

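RNA was sequenced from 18 libraries in 6 groups, with 3 libraries in each group. The groups were unstimulated WT and DKI monocytes (day 0) and WT and DKI monocyte-derived cells (MDCs) after 3 or 6 days with 20 ng/mL GM-CSF. The DKI mice carry knockin mutations in the N-domains of *Stat5a* and *Stat5b* that allow STAT5 dimers to form but not tetramers. The paper gives bone marrow as the source of the monocytes, whereas the sample labels give liver, and the groups are named here as in the paper. The authors aligned the single-end reads to the mouse genome (mm10) with Subread, counted the reads on RefSeq genes with featureCounts. They deposited RPKM values (reads per kilobase of gene, scaled by the mapped reads) in 1 column per library. RPKM holds no read totals, so the depth was estimated from the smallest nonzero values of 1363 single-exon receptor genes, which were taken as 1 read. On day 0 the estimates ranged from 32.6 M to 42.3 M reads (median 42.0 M) in WT and from 29.5 M to 43.2 M (median 38.9 M) in DKI monocytes. On day 3 they ranged from 32.2 M to 37.6 M (median 35.3 M) in WT and from 31.1 M to 39.4 M (median 39.3 M) in DKI MDCs. On day 6 they ranged from 30.3 M to 42.9 M (median 35.0 M) in WT and from 30.1 M to 39.0 M (median 34.6 M) in DKI MDCs. These estimates are approximate, since 80 of the 131 other low values (61.1%, against 10% by chance) were whole multiples of the value taken as 1 read.

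Expression was compared on the scale of log2(RPKM + 1), which understates the fold change of genes with low RPKM. For each day, the genes with a mean RPKM above 2 in WT or DKI were fitted with limma on the 6 libraries of that day. A gene was called differentially expressed at a fold change above 1.5 and an adjusted p-value under 0.05 by the Benjamini-Hochberg method. The fold change, adjusted p-value and RPKM limits are those the authors applied with edgeR, which takes read counts, so that limma was used here for the RPKM values. The libraries of each group are numbered 1 to 3, and genes were called without and with this replicate number as a block in the fit. Across genes, log2(RPKM + 1) correlated between 0.963 and 0.989 within groups, and no libraries held identical values.

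The mutated genes lie side by side on chromosome 11 of mm10, *Stat5b* (Entrez gene 20851) from 100780731 to 100859004 and *Stat5a* (Entrez gene 20850) from 100859351 to 100885169. The mutations change the protein, so RPKM does not show which libraries carry them. On day 0, *Stat5a* was at 13.4, 13.1 and 17.1 RPKM in the WT libraries and at 12.1, 13.0 and 16.1 RPKM in the DKI libraries. On day 3 the WT libraries had 30.2, 58.0 and 39.7 RPKM and the DKI libraries 9.37, 13.4 and 14.4 RPKM. On day 6 the WT libraries had 35.2, 27.2 and 62.4 RPKM and the DKI libraries 9.22, 14.4 and 11.4 RPKM. The log2 fold change of *Stat5a* in DKI against WT MDCs was −1.67 (standard error 0.28, adjusted p = 0.0224 from limma, 0.0239 with the block) on day 3. It was −1.68 (standard error 0.32, adjusted p = 0.0357, 0.0516 with the block) on day 6. *Stat5b* was at 31.0 ± 6.93 RPKM in WT and 29.3 ± 6.24 RPKM in DKI monocytes on day 0 (SD, n = 3), at 21.7 ± 4.18 and 14.6 ± 1.97 RPKM on day 3, and at 22.6 ± 5.59 and 13.5 ± 0.822 RPKM on day 6, and was not called on any day.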

Multidimensional scaling analysis shows that the gene expression profiles of unstimulated WT and DKI monocytes were comparable, but there were substantial differences in WT and DKI MDCs following GM-CSF stimulation (**Supplemental Figure 2A** and **Supplemental Dataset 1**). 

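Multidimensional scaling was recomputed on the 500 genes with the largest variance of log2(RPKM + 1) over the 18 libraries. Dimension 1 accounted for 67.9% of the variance and separated the unstimulated monocytes from the MDCs. Its mean was −53.7 ± 5.81 in WT and −57.8 ± 4.74 in DKI monocytes on day 0 (SD, n = 3), 34.3 ± 2.87 in WT and 14.7 ± 6.57 in DKI MDCs on day 3, and 38.9 ± 0.843 in WT and 23.6 ± 6.97 in DKI MDCs on day 6. Within the same-numbered pairs of day 0, dimension 1 was lower in DKI in each pair (−53.7 against −47.4, −63.0 against −58.8 and −56.8 against −55.0). Dimension 2 accounted for 16.7% of the variance and separated WT from DKI MDCs. On day 0 it was −5.32 ± 2.52 in WT and −5.54 ± 2.07 in DKI. On day 3 it was −19.9 ± 3.34 in WT and 27.8 ± 12.4 in DKI MDCs, and on day 6 −20.2 ± 3.41 in WT and 23.3 ± 13.0 in DKI MDCs.

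The separation of the genotypes was measured as the mean distance between WT and DKI libraries over the same 500 genes, divided by the mean distance between libraries of the same genotype. On day 0 these distances were 26.2 and 28.5, a ratio of 0.918 (exact one-sided permutation test, p = 0.7). On day 3 the distances were 58.1 and 32.8 (ratio 1.77, exact p = 0.1), and on day 6 they were 55.1 and 34.5 (ratio 1.60, exact p = 0.1), where 0.1 is the smallest p that 3 libraries against 3 allow. The alternative that moved these ratios most was the replicate block, in which the mean of each replicate number within the day is removed first. The ratio was then 1.61 on day 0, 2.83 on day 3 and 2.61 on day 6. Removing these means raises the ratio by itself, to 1.14 on average and at most 1.19 in simulated noise with independent genes. Only 4 splits of the libraries part all same-numbered pairs, and the real one had the largest ratio on each day (exact permutation p = 0.25, the smallest possible). On day 0 the next largest ratio was 1.11. On average, deviations from the group means on day 0 correlated at 0.80 between same-numbered WT and DKI libraries. Between libraries with different numbers they correlated at −0.39. Deviations within a group cancel out, so the negative value largely follows from the positive one and is not separate evidence of pairing.

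Of the 9179 genes fitted on day 0, 0 were differentially expressed between WT and DKI monocytes and 44 had an unadjusted p under 0.05 from limma. With the block, 0 genes were differentially expressed, 352 had an unadjusted p under 0.05, and the smallest adjusted p was 0.124. Most of the 44 genes were immunoglobulin genes or had no autosomal position. With those genes, *Stat5a*, *Stat5b* and *Kpna2* left out, 0 genes within 10 Mb of *Stat5a* and 2 elsewhere remained (23 and 235 with the block). When all 18 libraries were fitted together, 6 genes were called higher in DKI monocytes.

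**Figure D1:**
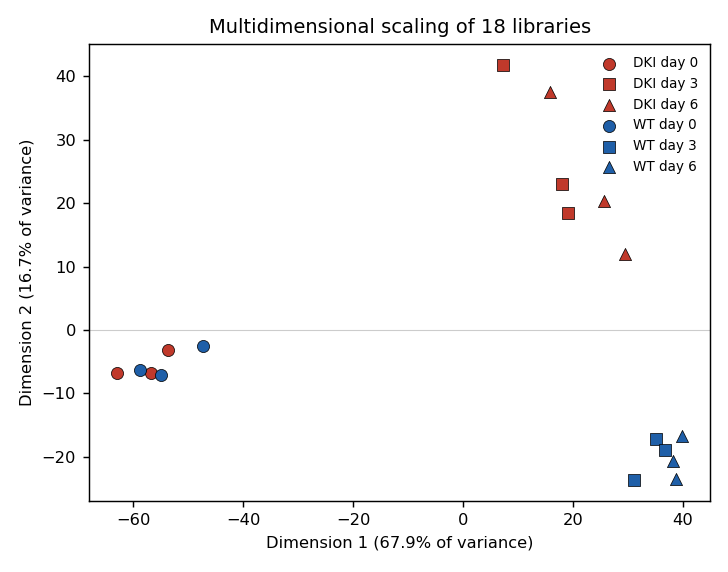
Multidimensional scaling of the 18 libraries on log2(RPKM + 1), with dimension 1 on the horizontal and dimension 2 on the vertical axis (in units of log2 distance) and 1 point per library, coloured by genotype and shaped by day. The unstimulated libraries of both genotypes lie apart from the MDC libraries, and those of DKI are lower on dimension 1 than the WT library with the same number, and the DKI MDC libraries lie between 11.9 and 41.8 on dimension 2, above the WT MDC libraries, which lie between −23.6 and −16.7.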

STAT5 tetramers predominantly act as transcriptional activators in T cells (19). 

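On day 3, 9740 genes were fitted, of which 410 were lower and 313 were higher in DKI than in WT MDCs by limma, and 2583 had an unadjusted p under 0.05. Of the 723 genes called, 590 changed at least 2-fold. On day 6, 9842 genes were fitted, of which 474 were lower and 268 were higher in DKI MDCs, and 2778 had an unadjusted p under 0.05. Each of the 723 genes called on day 3 and the 742 called on day 6 changed in the same direction in all 3 same-numbered pairs of libraries, with no overlap between the WT and DKI values. With 3 libraries per group, passing the adjusted p largely requires such a separation, so this is not separate evidence. Among all fitted genes, the WT and DKI values did not overlap for 36.3% on day 3 and 37.2% on day 6, against 10% by chance.

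Deviations from the group means correlated at 0.26 on day 3 and 0.39 on day 6 between same-numbered WT and DKI libraries. Between libraries with different numbers they correlated at −0.13 and −0.19. These negative values again largely follow from the positive ones. With the replicate number as a block, 288 genes were lower and 263 higher on day 3, and 434 were lower and 285 higher on day 6. The fits with and without the block shared 440 genes on day 3 (243 lower and 197 higher) and 491 on day 6 (297 lower and 194 higher). Among the alternatives that kept all libraries, fitting every gene without the filter on mean RPKM lowered the counts most and fitting all 18 libraries together raised them most. Without the filter there were 184 lower and 145 higher genes on day 3, and 159 genes on day 6, of which 54 were higher. With all 18 libraries there were 795 lower and 564 higher genes on day 3, and 1054 lower and 519 higher genes on day 6. Without DKI replicate 3, the counts on day 6 were 63 lower and 27 higher.

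The median log2 fold change over all fitted genes was −0.11 on day 3 and −0.17 on day 6, so that 61.4% and 66.5% of the genes had a negative fold change before any threshold. After the log2 values of each library were centred on their median, 430 genes were lower and 311 higher on day 3, whereas on day 6 fewer genes were lower (285) than higher (323). Quantile normalization gave 449 lower and 346 higher genes on day 3 and 310 lower and 342 higher genes on day 6.

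A total of 230 genes were lower and 173 were higher in DKI MDCs on both days, and 0 genes were called in opposite directions. A further 180 genes were lower on day 3 alone and 244 on day 6 alone, and 140 were higher on day 3 alone and 95 on day 6 alone. Over the 9597 genes fitted on both days, the log2 fold changes on day 3 and day 6 correlated with r = 0.92 across genes, which are not independent replicates. When the difference in genotype effect between day 3 and day 6 was tested on the 12 MDC libraries, 0 of 9985 genes passed, and 89 had an unadjusted p under 0.05 where chance gives 499. With the block, 0 genes passed and 189 had an unadjusted p under 0.05. The fit without the block took the libraries as independent, and the block models the replicate number but not each culture. Day 3 and day 6 libraries of the same genotype and number may share variation. Such sharing would make the test too strict and give fewer genes under 0.05 than chance. That 0 genes passed therefore does not show equal effects on both days.

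**Figure D2:**
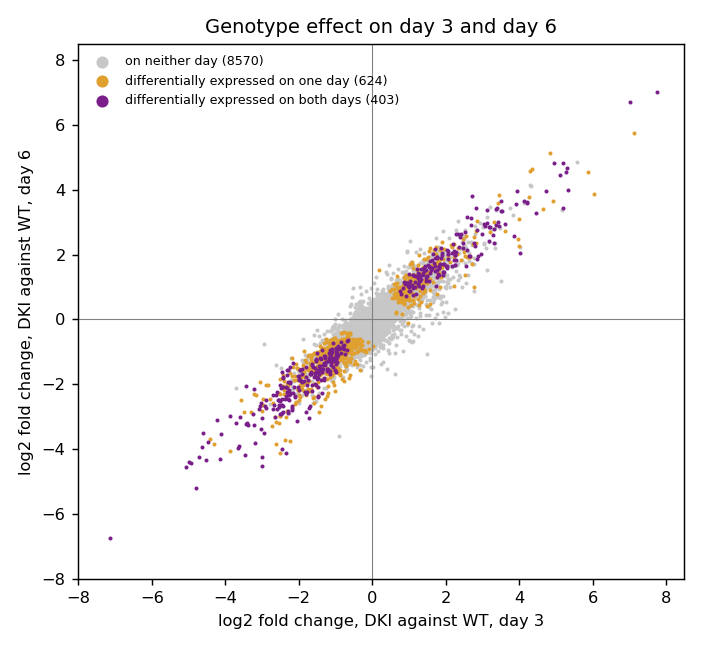
Log2 fold change on the log2(RPKM + 1) scale of DKI against WT MDCs on day 3 (horizontal axis) and day 6 (vertical axis), with 1 point for each of the 9597 genes fitted on both days. The 403 genes called on both days and the 624 called on a single day lie along the diagonal, and the other 8570 genes were called on neither day.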

In MDCs, the expression of 654 and 758 genes were reduced in DKI MDCs compared to WT MDCs at 3 and 6 days following GM-CSF stimulation, respectively (**Figure 1F** and **Supplemental Datasets 2-4**). 

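The following genes are given by their log2 fold change in DKI against WT MDCs, with the standard error and the adjusted p from limma over all fitted genes, and all positions are on mm10. *Ccl17*, on chromosome 8 from 94809380 to 94812038, had the largest decrease of the called genes on both days, with a log2 fold change of −7.13 (standard error 0.60, adjusted p = 0.00477, 0.0142 with the block) on day 3. Its value on day 6 was −6.73 (standard error 0.72, adjusted p = 0.00926, 0.0162 with the block). *Ccl22*, on the same chromosome from 94745684 to 94751388, changed by −4.52 (standard error 0.77, adjusted p = 0.0244, 0.0196 with the block) on day 3 and −4.33 (standard error 0.44, adjusted p = 0.00818, 0.0124 with the block) on day 6. *Ccr7* (chromosome 11, 99144199 to 99155077), which lies within 10 Mb of *Stat5a*, changed by −4.47 (standard error 0.91, adjusted p = 0.0386, 0.0342 with the block) and −3.77 (standard error 0.59, adjusted p = 0.0239, 0.00721 with the block). *Cd209a* (chromosome 8, 3743395 to 3748984) changed by −4.93 (standard error 0.95) and −4.43 (standard error 0.86), with adjusted p of 0.0329 and 0.0362 without the block and 0.0563 and 0.0617 with it, so that it was not called under the block on either day. In WT MDCs, *Cd209a* was 245 ± 247 RPKM on day 3 (SD, n = 3), and the lowest WT library had 50.3 RPKM.

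Among 7 genes of antigen presentation and co-stimulation, *Cd80* (chromosome 16, 38457430 to 38495958) and *Cd83* (chromosome 13, 43785112 to 43803133) were called on both days, in the fits with and without the block. *Cd80* was 71.6 ± 21.3 RPKM in WT and 12.2 ± 1.81 RPKM in DKI MDCs on day 3 (log2 fold change −2.43). The day 6 values were 71.4 ± 26.0 and 15.5 ± 2.82 RPKM (log2 fold change −2.09). *Cd83* was 74.2 ± 48.0 and 6.19 ± 2.06 RPKM on day 3 (log2 fold change −3.25) and 183 ± 88.1 and 23.7 ± 12.1 RPKM on day 6 (log2 fold change −2.93). *Cd86* was not called on day 3 (log2 fold change −1.04, adjusted p = 0.242, 0.137 with the block), when the WT and DKI values overlapped, and was called on day 6 (log2 fold change −2.01, adjusted p = 0.0237, 0.0433 with the block). *Cd82* was not called on day 3 (log2 fold change −1.12, adjusted p = 0.0694, 0.0625 with the block), and on day 6 it was called with the block but not without it (log2 fold change −1.04, adjusted p = 0.0544, 0.0419 with the block).

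*Cd74*, *H2-Aa* and *H2-Ab1* were lower in all 3 same-numbered pairs on both days, but were not called in either fit. *Cd74* was 15106 ± 3725 RPKM in WT and 4572 ± 2224 RPKM in DKI MDCs on day 3 (log2 fold change −1.84, adjusted p = 0.0973, 0.149 with the block). *Cd74* on day 6 was 14555 ± 5249 and 4775 ± 2608 RPKM (log2 fold change −1.68, adjusted p = 0.0764, 0.112 with the block). The log2 fold change of *H2-Aa* was −1.96 on day 3 (adjusted p = 0.118, 0.143 with the block) and −1.75 on day 6 (adjusted p = 0.112, 0.142 with the block), and that of *H2-Ab1* was −2.01 (adjusted p = 0.0793, 0.125 with the block) and −1.55 (adjusted p = 0.127, 0.143 with the block). Of the 11 genes, 11 were lower on both days, also after median centring and quantile normalization, and 6 were called on day 3 and 7 on day 6 (5 and 7 with the block). The values did not overlap for 10 of the 11 genes on day 3 and 11 on day 6, where chance gives 10% of genes. Among all fitted genes the shares were 36.3% and 37.2%, and the paper chose the 11 genes from these same data. When all 18 libraries were fitted together, 10 of the 11 genes were called on day 3 and 9 on day 6, and without the filter on mean RPKM 3 were called on each day.

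**Figure D3:**
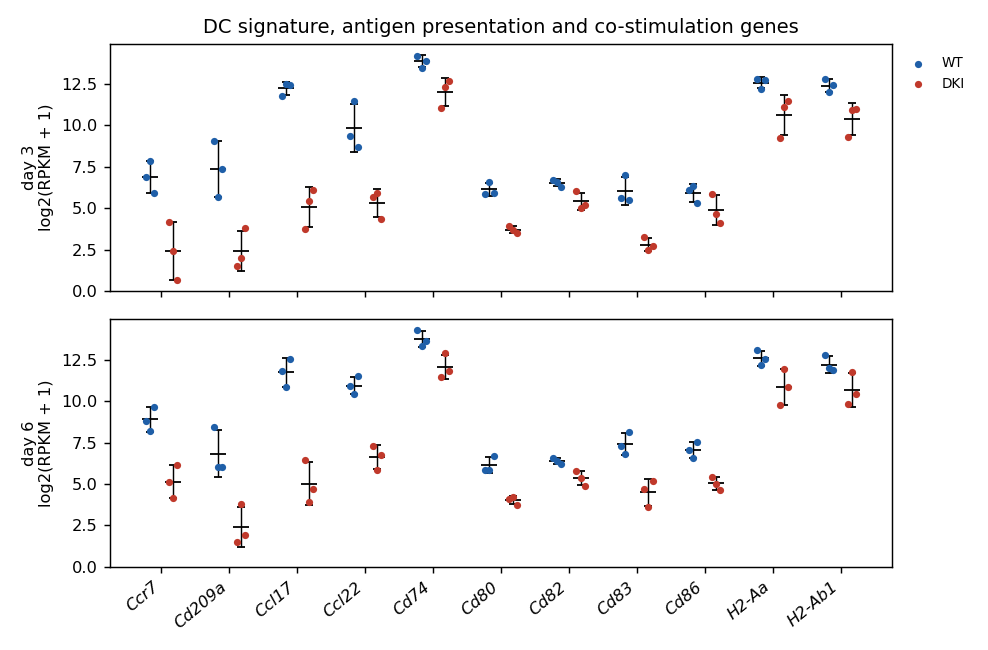
Expression of 11 DC signature, antigen presentation and co-stimulation genes in WT and DKI MDCs on day 3 (upper panel) and day 6 (lower panel) as log2(RPKM + 1). Points are libraries (3 per group) and bars show the mean ± SD, and the mean of each gene is lower in DKI than in WT MDCs on both days, from a log2 fold change of −1.04 for *Cd86* to −7.13 for *Ccl17* on day 3.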

Some of these STAT5 tetramer-dependent genes, including signature genes for DCs (*Ccr7, Cd209a, Ccl17,* and *Ccl22* ) and genes that control antigen presentation and co-stimulation (*Cd74, Cd80, Cd82, CD83, Cd86, H2-Aa, H2-Ab1*) were regulated by STAT5 tetramers (22-24) (**Figure 1G** and **Supplemental Figure 2B**). In addition, the expression of several transcriptional factors known to regulate the differentiation or function of DCs, such as *Batf3, Id2, Ikzf4,* and *Irf4*, were also regulated by STAT5 tetramers (**Figure 1G**). These data suggest that STAT5 tetramers may initiate the moDC differentiation program in monocytes that involves multiple transcriptional pathways. 

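*Ikzf4* (chromosome 10, 128630839 to 128669671) was 8.23 ± 6.54 RPKM in WT and 0.381 ± 0.119 RPKM in DKI MDCs on day 3 (SD, n = 3). This is a log2 fold change of −2.51 (standard error 0.48, adjusted p = 0.0324 from limma, 0.0410 with the block). On day 6 it was 15.3 ± 3.67 RPKM in WT and 1.18 ± 0.521 RPKM in DKI MDCs. The log2 fold change was −2.91 (standard error 0.25, adjusted p = 0.00673, 0.00721 with the block). *Irf4* (chromosome 13, 30749233 to 30766981) was 115.1 ± 30.0 and 17.5 ± 11.5 RPKM on day 3. Its log2 fold change was −2.92 (standard error 0.63, adjusted p = 0.0446, 0.0333 with the block). *Irf4* on day 6 was 133 ± 38.9 and 21.7 ± 11.5 RPKM, a log2 fold change of −2.66 (standard error 0.41, adjusted p = 0.0235, 0.0319 with the block).

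*Batf3* (chromosome 1, 191098414 to 191108943) was 25.1 ± 11.4 RPKM in WT and 10.0 ± 7.16 RPKM in DKI MDCs on day 3, when the values overlapped (log2 fold change −1.38, standard error 0.60, adjusted p = 0.205, 0.0725 with the block). On day 6 it was 39.7 ± 18.8 and 14.4 ± 5.57 RPKM, and was called with the block but not without it (log2 fold change −1.37, adjusted p = 0.0900, 0.0248 with the block). *Id2* (chromosome 12, 25093799 to 25096092) was 457 ± 103 and 211 ± 107.1 RPKM on day 3 (log2 fold change −1.20, adjusted p = 0.119, 0.110 with the block) and 620 ± 151 and 275 ± 63.9 RPKM on day 6 (log2 fold change −1.17, adjusted p = 0.0502, 0.0584 with the block), and was not called in either fit. All 4 genes were lower in DKI MDCs in each same-numbered pair on both days.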

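The left heatmap of Figure 1G lists 25 moDC-associated genes, of which 10 are not described above. All 10 were lower in DKI MDCs on both days, also after median centring and quantile normalization, with log2 fold changes from −4.98 to −1.16 on day 3 and from −4.41 to −1.18 on day 6. *Itgae*, *Cx3cl1* and *Nr4a3* were called on both days, with and without the block. *Itgae* (chromosome 11, 73090505 to 73147449) was 40.7 ± 6.12 RPKM in WT and 0.331 ± 0.303 RPKM in DKI MDCs on day 3 (SD, n = 3; adjusted p = 0.00147 from limma, 0.00866 with the block) and 34.2 ± 13.2 and 0.820 ± 1.24 RPKM on day 6 (adjusted p = 0.0107, 0.00721 with the block). *Nr4a3* (chromosome 4, 48045078 to 48086447) was 93.2 ± 34.4 and 3.14 ± 2.35 RPKM on day 3 (adjusted p = 0.00690, 0.0158 with the block) and 139 ± 91.6 and 9.36 ± 1.04 RPKM on day 6. *H2-Eb2*, *Bhlhe40* and *Runx3* were called on day 3 and *Cd24a* on day 6. Under the block, *Runx3* was no longer called on day 3 (adjusted p = 0.0593) and *Bhlhe40* was also called on day 6 (adjusted p = 0.0289, against 0.0517 without the block). *Ciita*, *H2-Eb1* and *Itgax* were not called on either day in either fit, and the day 6 value of *H2-Eb2* was higher in DKI than in WT in 1 of the 3 pairs.

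Of the 25 genes, 14 were called on day 3 (12 with the block, 12 in both fits) and 13 on day 6 (15 with the block, 12 in both fits). With all libraries of the day kept, the count was lowest without a filter before the fit (6 on each day) and highest with all 18 libraries in 1 fit (22 and 20). With 1 replicate left out it ran from 5 to 15 on day 3 and from 4 to 21 on day 6. The WT and DKI values did not overlap for 23 of the 25 genes on each day, against 10% of genes by chance. Among all fitted genes the shares were 36.3% on day 3 and 37.2% on day 6. The list was not chosen independently of this overlap. With p-values adjusted over these 25 genes alone, 23 were called on day 3 and 25 on day 6, but the list was chosen by the paper from these same data, so this count shows no stability. On day 0, 15 of the 25 genes passed the RPKM filter and 0 were called with or without the block. From the lower expression in DKI MDCs of DC signature genes, antigen presentation genes and transcription factors of DCs, the paper proposes that STAT5 tetramers may start a moDC differentiation program that runs through several transcriptional pathways.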

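*Mrc1* (chromosome 2, 14229414 to 14332023) was 22.0 ± 23.1 RPKM in WT and 346 ± 70.7 RPKM in DKI MDCs on day 3 (SD, n = 3), a log2 fold change of 4.45 (standard error 0.74, adjusted p = 0.0236 from limma, 0.0332 with the block). On day 6 it was 40.4 ± 17.7 and 394 ± 108 RPKM, a log2 fold change of 3.29 (standard error 0.35, adjusted p = 0.00926, 0.0180 with the block). *Pf4* (chromosome 5, 90772435 to 90773383) was 102 ± 72.0 and 1761 ± 756 RPKM on day 3, a log2 fold change of 4.20 (standard error 0.57, adjusted p = 0.0135, 0.0465 with the block). *Pf4* on day 6 was 94.7 ± 44.6 and 1431 ± 1289 RPKM, a log2 fold change of 3.63 (standard error 0.66, adjusted p = 0.0310, 0.0479 with the block). *Stab1* (chromosome 14, 31139017 to 31168651) was 2.75 ± 3.64 and 118 ± 56.2 RPKM on day 3, a log2 fold change of 5.33 (standard error 0.68, adjusted p = 0.0119, 0.0142 with the block). *Stab1* on day 6 was 1.83 ± 2.15 and 54.4 ± 58.6 RPKM, a log2 fold change of 4.00 (standard error 0.85, adjusted p = 0.0426, 0.00841 with the block).

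*Fcgr4* (chromosome 1, 171018926 to 171029761) was 0.781 ± 0.055 RPKM in WT MDCs on day 3 and 394, 13.4 and 48.5 RPKM in the 3 DKI libraries, a log2 fold change of 5.20 (standard error 1.10, adjusted p = 0.0426), and was not called under the block (adjusted p = 0.0569). On day 6 the log2 fold change of *Fcgr4* was 4.83 (standard error 0.83, adjusted p = 0.0279, 0.0358 with the block). *Fcgr1* (chromosome 3, 96282909 to 96293969) was higher in DKI in each same-numbered pair, but the WT and DKI values overlapped on both days. It was 58.9 ± 31.6 and 220 ± 213 RPKM on day 3 (log2 fold change 1.64, adjusted p = 0.230, 0.130 with the block) and 58.2 ± 57.8 and 137 ± 120 RPKM on day 6 (log2 fold change 1.33, adjusted p = 0.340, 0.0592 with the block), and was not called in either fit.

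The right heatmap of Figure 1G lists 20 further macrophage-associated genes. All 20 were higher in DKI MDCs in each same-numbered pair on both days, and their direction was the same after quantile normalization. Median centring raised every difference between DKI and WT by the same amount within a day, so it could not have changed their direction. Without the block 15 were called on day 3 and 13 on day 6, and with it 15 and 18. The largest increase was that of *Apoe*, with a log2 fold change of 7.74 (standard error 1.25, adjusted p = 0.0213, 0.0142 with the block) on day 3 and 7.02 (standard error 1.46, adjusted p = 0.0410, 0.00686 with the block) on day 6. *C5ar1* had the smallest adjusted p of these genes on day 3 (0.00256, log2 fold change 4.12), rising from 9.67 ± 2.51 RPKM in WT to 185 ± 44.5 RPKM in DKI MDCs. *Mmp9* was called on neither day in either fit (adjusted p = 0.188 and 0.271, 0.0755 and 0.0802 with the block). *Lyz1* was called on both days in both fits, and reads shared with its near copy *Lyz2* make its level uncertain.

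Of all 25 macrophage-associated genes, 19 were called on day 3 (18 with the block, 17 in both fits) and 17 on day 6 (22 with the block, 17 in both fits). Values did not overlap for 23 genes on day 3 and 21 on day 6, where chance gives 10% of genes. Among all fitted genes the shares were 36.3% and 37.2%, and this list too was not chosen independently of the overlap. With p-values adjusted over the 25 genes alone, 23 were called on day 3 and 21 on day 6, which shows no stability because the paper chose the list from these data. Among the alternatives that kept all libraries, leaving out the filter on mean RPKM moved these counts most, to 10 of the 25 genes on each day. With 1 replicate left out, between 9 and 17 genes were called on day 3 and between 8 and 17 on day 6.

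**Figure D4:**
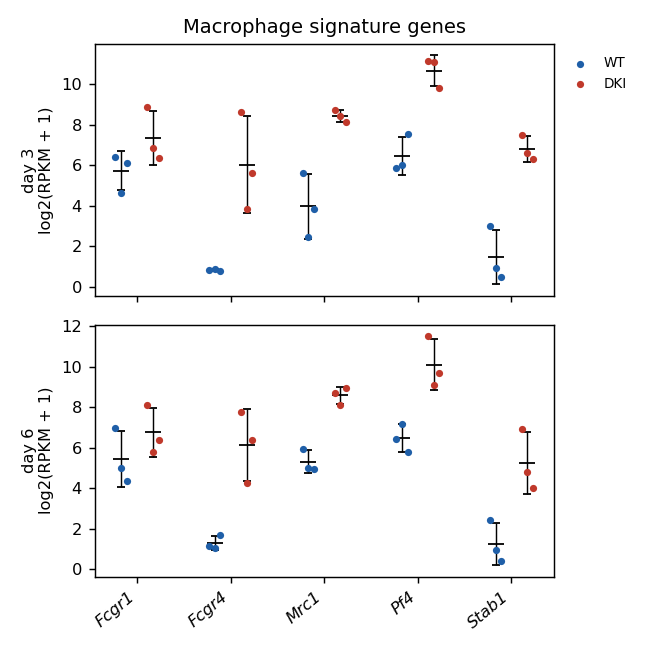
Expression of *Fcgr1*, *Fcgr4*, *Mrc1*, *Pf4* and *Stab1* in WT and DKI MDCs on day 3 (upper panel) and day 6 (lower panel) as log2(RPKM + 1). Points are libraries (3 per group) and bars show the mean ± SD, and every DKI library lies above every WT library for each gene but *Fcgr1*.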

Intriguingly, the expression of many genes (750 on day 3 and 818 on day 6) was increased in the absence of STAT5 tetramers, including *Fcgr1, Fcgr4, Mrc1, Pf4,* and *Stab1*, which are signature genes for macrophages (**Figures 1F, G** and **Supplemental Figure 2B and Supplemental Dataset 2-4**). Correspondingly, Geneset analysis utilizing the Immunological Genome Project database (ImmGen) confirmed the DC phenotype of the WT MDCs and the macrophage phenotype of the DKI MDCs (**Supplemental Figure 2C**). In addition to STAT5, GM-CSF also activates MAPK and PI3K-AKT signaling pathways (17). We used Gene Set Enrichment Analysis (GSEA) to determine the effect of STAT5 tetramer deficiency on the activation of these pathways and found that STAT5 tetramer deficiency did not affect genes that regulated by MAPK and PI3K-AKT signaling (**Supplemental Figure 2D**). 

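The gene sets were tested with camera, the competitive gene set test of limma, on mouse Reactome sets, since the paper's text does not name its sets. By their Reactome names, the sets cover PI3K/AKT activation and nuclear events mediated by MAP kinases. They were not built as lists of genes regulated by these pathways, so they do not directly test the paper's statement on such genes. The p-values were adjusted over the 4 tests of both sets and days. The PI3K/AKT activation set holds 90 genes, of which 47 were fitted on each day. Their mean log2 fold change in DKI against WT MDCs was −0.20 on day 3, against −0.06 for the other genes (adjusted p = 0.210 from limma camera, 0.218 with the block). The day 6 mean was −0.26, against −0.14 for the other genes (adjusted p = 0.210, 0.218 with the block). Of the 47 genes, 33 were lower on day 3 and 34 on day 6.

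The set of nuclear MAPK targets holds 26 genes, of which 20 were fitted. On day 3 their mean log2 fold change was 0.27, against −0.06 for the other genes (adjusted p = 0.180 from limma camera, 0.113 with the block), and 13 of the 20 genes were higher. On day 6 the mean was 0.28, against −0.14 (adjusted p = 0.148, 0.113 with the block), and 10 of the 20 genes were higher. Before adjustment the camera values of the MAPK targets were 0.0901 on day 3 and 0.0370 on day 6, and 0.0418 and 0.0563 with the block, so that which day passed 0.05 depended on the block. Among the alternatives that kept all libraries, an inter-gene correlation estimated from the data in place of 0.01 moved them most, to unadjusted values of 0.169 on day 3 and 0.204 on day 6. With 1 replicate left out they lay between 0.0573 and 0.176 on day 3 and between 0.0251 and 0.108 on day 6. After median centring the unadjusted day 6 value was 0.0661.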

The WT and DKI MDCs exhibited comparable levels of STAT5 phosphorylation and GM-CSF receptor expression, suggesting that the observed phenotypic differences were due to altered transcriptional regulation (**Supplemental Figure 3A, B**). In fact, the expression of GM-CSFRα and the common β chain (β_c_) was higher in DKI MDCs compared to the WT MDCs (**Supplemental Figure 3B**). A recent study demonstrated that moDCS, monocyte-derived macrophages, and conventional dendritic cells arise from a distinct and heterogenous population of Ly6Chi monocytes that have differential expression of the markers Flt3, CD11c, PU.1, and MHCII (25). However, the proportions of these progenitor cells were similar in the WT and DKI bone marrow (**Supplemental Figure 4A-C**). Moreover, the percent of CD11b^+^ Ly6C^+^ CCR2^+^ monocytes was comparable in WT and DKI bone morrow (**Supplemental Figure 4D**). In addition, the percent of splenic CD11c^+^ conventional dendritic cells (cDCs), which can be further categorized into CD4^+^ CD8^-^, CD4^-^ CD8^+^, or CD4^-^ CD8^-^ subtypes, was comparable in WT and DKI mice (**Supplemental Figure 4E, F**). These data suggest that STAT5 tetramers do not regulate the development of monocytes and cDCs from their respective progenitor cells. Furthermore, the expression level of F4/80 and merTK in macrophages isolated from the lungs, spleen, and peritoneal cavity of WT and DKI mice was comparable (**Supplemental Figure 5A–C**). However, the total number of F4/80^+^ macrophages was lower in DKI mice than in WT mice (**Supplemental Figure 5A**). Taken together, GM-CSF-mediated STAT5 tetramerization in monocytes promotes moDC but inhibits macrophage differentiation.

**Figure 1:**
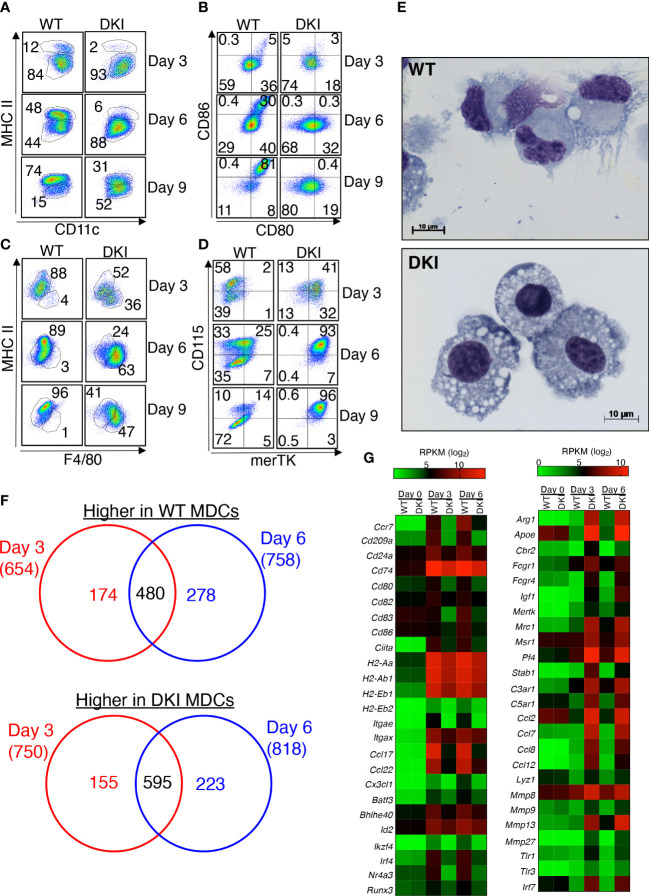
STAT5 Tetramers Promote moDC but Suppress Macrophage Differentiation. **(A-G)** Bone marrow-derived monocytes were isolated from WT and DKI mice. Monocytes were stimulated with 20 ng/ml GM-CSF for 3, 6, or 9 d. On either day 3, 6, or 9 differentiated cells were harvested for downstream analysis. **(A-D)** Representative dot plots showing the expression of CD11c and MHCII **(A)**, CD80 and CD86 **(B)**, F4/80 and MHCII **(C)**, and merTK and CD115 **(D)** following 3, 6, and 9 days of differentiation. Representative dot plots are from 3 independent experiments. **(E)** Representative Wright-Giemsa staining on differentiated WT and DKI MDCs following 8 d differentiation from 3 independent experiments. **(F, G)** RNA was isolated from WT and DKI unstimulated monocytes (day 0) and MDCs following 3 and 6 days of differentiation with GM-CSF. **(F)** Venn diagram comparing STAT5 tetramer-dependent genes that were differentially expressed following 3 and 6 d of differentiation. **(G)** Heatmap showing the expression levels (RPKM; log_2_) of selected moDC-associated genes (left) and macrophage-associated genes (right) in WT and DKI MDCs. **(F, G)** Data are combined from 3 independent experiments.

### STAT5 tetramers control the functions of MDCs

Having established that GM-CSF-mediated STAT5 tetramers regulate the genetic identity and the expression of surface markers on MDCs, we sought to determine whether STAT5 tetramers regulated the function of MDCs. Dendritic cells predominantly process and present antigens, whereas macrophages clear pathogens by phagocytosis and the production of oxidative bursts (26). To assess the antigen processing and presenting ability of the WT and DKI MDCs, these cells were co-cultured with ovalbumin 323-339 peptide (OVA_323-339_)-T cell receptor restricted CD4^+^ T cells (OT-II) in the presence of either 2 μg/mL OVA protein or 2, 5, or 20 μg/mL OVA_323-339_ peptide. WT MDCs exhibited an increased ability to induce the proliferation of CD4^+^ T cells compared to DKI MDCs when co-cultured in the presence of ovalbumin protein (**Figure 2A**). However, the extent of CD4^+^ T cell proliferation was comparable when OVA_323-339_ peptide was added, regardless of whether the CD4^+^ T cells were co-cultured with WT or DKI MDCs, or the concentration of OVA_323-339_peptide (**Figure 2B** and **Supplemental Figure 6**). These data suggest that STAT5 tetramers promote antigen processing but not antigen presentation in MDCs. In contrast, DKI MDCs were more equipped to phagocytose fluorescent-conjugated OVA and to produce intracellular superoxide following LPS stimulation (**Figures 2C, D**). In addition, WT MDCs had higher expression of the moDC-associated chemokines CCL5, CCL17, and CCL22 both at the level of mRNA (**Figure 1G**) and protein [**Figure 2E** and ref (21)]. These data indicate that GM-CSF activated STAT5 tetramers have the capacity to regulate the differentiation of monocytes into a functionally distinct population of moDCs. Conversely, the absence of functional STAT5 tetramers results in a switch to a functionally distinct monocyte-derived macrophage population.

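*Ccl17* was 4910 ± 1251 RPKM in WT and 40.9 ± 27.7 RPKM in DKI MDCs on day 3 (SD, n = 3), and 3853 ± 2115 and 41.8 ± 39.0 RPKM on day 6. *Ccl22* was 1283 ± 1303 and 42.9 ± 20.9 RPKM on day 3, with 2781 RPKM in WT replicate 2 and 413 RPKM in the lowest WT library, and 2083 ± 777 and 105.9 ± 48.6 RPKM on day 6. Each WT library exceeded each DKI library on both days for *Ccl17* and *Ccl22* (exact permutation test, p = 0.1 for each).

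*Ccl5* (chromosome 11, 83525778 to 83530518) was 145 ± 120 RPKM in WT and 598 ± 1017 RPKM in DKI MDCs on day 3. The 3 DKI libraries had 1773, 14.6 and 7.42 RPKM and the WT libraries of the same numbers 102, 281 and 51.3 RPKM, so that *Ccl5* was higher in DKI in pair 1 and lower in the other pairs. Its log2 fold change on day 3 was −0.90 (standard error 2.00, adjusted p = 0.804 from limma, 0.756 with the block), and without DKI replicate 1 it was −3.33, whereas without DKI replicate 3 it was 0.53. On day 6 *Ccl5* was 1504 ± 683 RPKM in WT and 232 ± 273 RPKM in DKI MDCs, lower in each pair and without overlap, with a log2 fold change of −3.61 (standard error 1.11, adjusted p = 0.0933, 0.0868 with the block). It was not called on either day under any alternative.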

**Figure 2:**
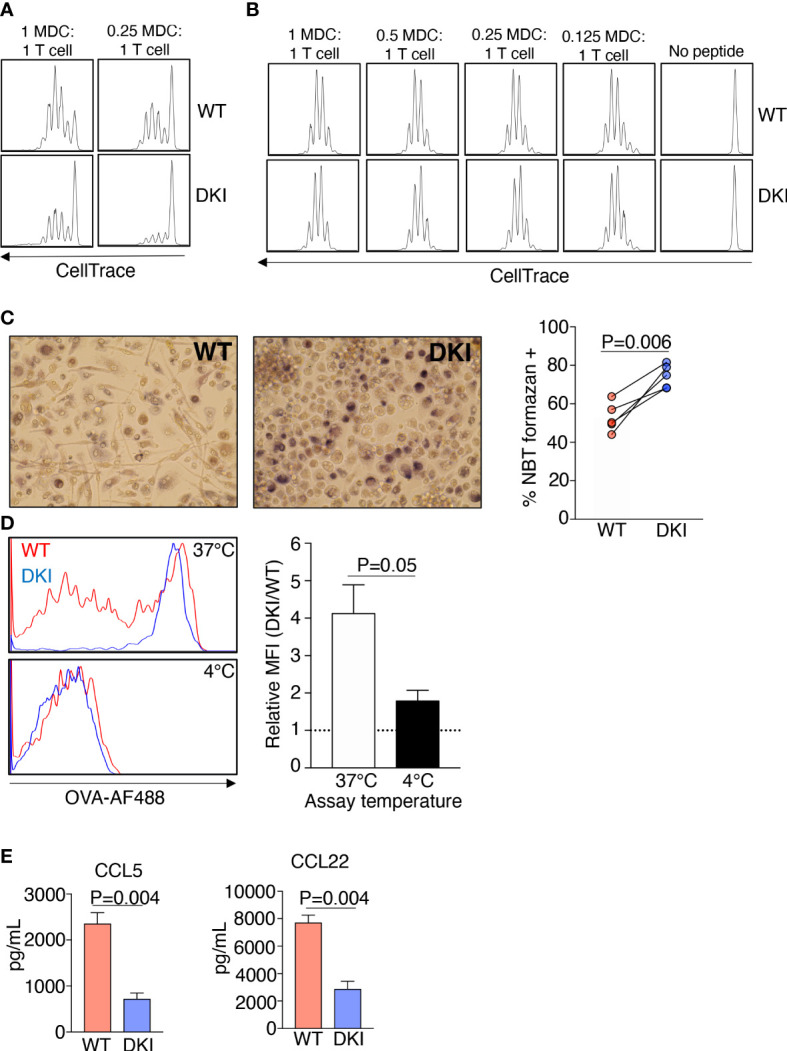
STAT5 Tetramers Control the Functions of MDCs. **(A-E)** WT and DKI bone marrow monocyte were differentiated for 8 d with GM-CSF. **(A, B)** Naïve OT-II CD4^+^ T cells were labeled with CellTrace Violet and were co-cultured with WT or DKI MDCs at different ratios in the presence ovalbumin protein **(A)** or OVA _(323-339)_ peptide **(B)** for 72 h. Representative histograms showing the dilution of CellTrace Violet. Data are from 3 independent experiments. **(C)** Percent of WT and DKI MDCs containing NBT formazan deposits following 1 h stimulation with LPS and 15 min incubation with nitro blue tetrazolium. Representative images are shown. Data are from 5 independent experiments. **(D)** Representative histogram showing the ability WT and DKI MDCs to phagocytose fluorescently conjugated ovalbumin. Incubation at 4°C was used as a negative control to omit any signal from fluorescently conjugated ovalbumin bound to the surface of the cells. DKI MFI relative to WT MFI is shown. Data are combined from 5 independent experiments. **(E)** Expression of CCL5 and CCL22 in the culture supernatants of WT and DKI MDCs. Data are combined from 3 independent experiments. **(C–E)** Data shown are mean ± SEM. Statistical significance is indicated by the P-value with NS meaning no statistical significance. **(C)** Paired *t* test. **(D, E)** Unpaired *t* test.

### STAT5 tetramers in monocytes regulate the severity of colitis

The importance of STAT5 signaling in intestinal inflammation has been investigated previously. These studies have demonstrated that STAT5 activation impedes colitis severity, possibly by regulating intestinal barrier integrity (27–29). Thus, we sought to determine whether STAT5 tetramers regulate the pathogenesis of DSS-induced colitis. Colitis was induced in WT and DKI mice by administering 1% DSS to the drinking water, and disease severity as assessed on days 4 and 7. The DKI mice exhibited more severe colitis compared to the WT mice (**Figure 3A**), as indicated by an increased disease score, which was observed as early as 1 day following DSS administration. The disease score was determined by assessing the extent of water retention in the stool, the presence of blood in the stool, and the extent of rectal bleeding (**Supplemental Figure 7A**). Weight loss and the shortening of colon length, which are parameters often used to evaluate colitis severity, were comparable in WT and DKI mice following DSS administration (**Supplemental Figures 7B, C**). This is likely because a relatively low percent of DSS was used within a short evaluation period. Pathological assessment determined that there were no intrinsic differences in the WT and DKI colons without DSS administration (**Figure 3B**). However, on day 4 following DSS administration, DKI colons had increased colon diameter along with distinct, focal areas of increased inflammation, ulceration, and epithelial cell erosion, which extended more diffusely throughout the colon on day 7 compared to WT colons. (**Figures 3C, D**). Minimal and comparable levels of epithelial hyperplasia were observed in the WT and DKI colons (**Figure 3D**). Taken together, these data suggest that STAT5 tetramers regulate the severity of DSS-induced colitis.

**Figure 3:**
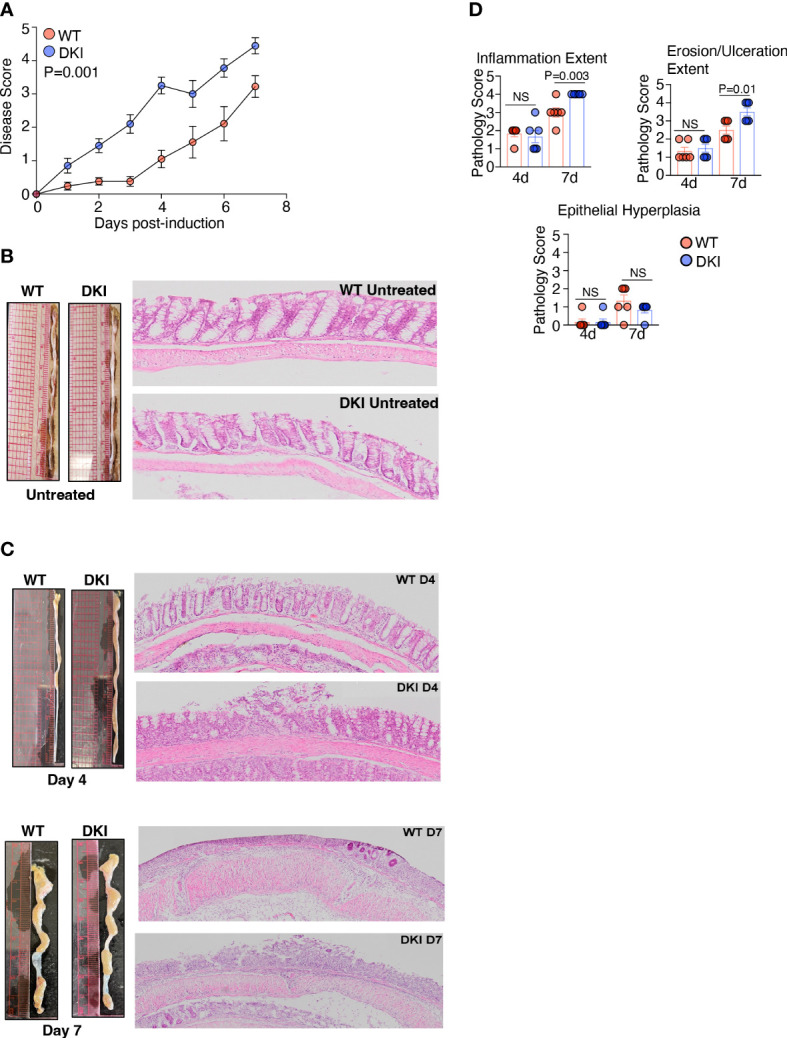
STAT5 Tetramers Prevent Serve Colitis Induced By DSS. **(A-C)** Colitis was induced in WT and DKI mice *via* the administration of 1% DSS to the drinking water. Colons were harvested on either day 4 or 7 post colitis induction. **(A)** Disease scores. n=21 for WT and 20 for DKI from 4 independent experiments. **(B, C)** Representative images and H&E staining of colons on **(B)** untreated mice (n=10) or **(C)** mice treated with DSS for 4 or 7 days. In **(C)**, Data are from 2 independent experiments per timepoint with n=6. **(D)** Pathological assessment of inflammation extent (total area of the colon presenting with inflammation), ulceration/erosion extent (total area of the colon presenting with ulceration/erosion), and epithelial hyperplasia. Data are from 2 independent experiments per timepoint with n=6. **(A, D)** Data shown are mean ± SEM. Statistical significance is indicated by the P-value with NS meaning no statistical significance. **(A)** Area under the curve with unpaired *t* test. **(D)** Unpaired *t* test.

Previous studies have demonstrated that colitis induced by DSS can promote the recruitment of inflammatory monocytes to the colon, which can differentiate into moDCs and macrophages. In addition, the ablation of intestinal mononuclear phagocytes exacerbates colitis severity, which is associated with increased epithelial cell injury (30), suggesting that monocytes confer protection against severe colitis. Therefore, we speculated that STAT5 tetramerization in monocytes ameliorates colitis severity. The recruitment of monocytes following DSS administration was first determined using *Ccr2* ^+/RFP^ mice, which have a gene encoding red fluorescent protein (RFP) inserted into *Ccr2* locus (**Figure 4A**). In the heterozygous *Ccr2* ^+/RFP^ mice, the CCR2^+^ monocytes migrated to the damaged epithelial monolayer. The migration of monocytes was substantially reduced in homozygous *Ccr2* ^RFP/RFP^ mice, in which CCR2 is not expressed, indicating that the CCL2-CCR2 signaling is required for monocyte recruitment (**Figure 4A**). Interestingly, the homozygous CCR2-deficient mice exhibited earlier onset and more severe colitis compared to their heterozygous counterparts, suggesting that monocytes ameliorate DSS-induced colitis severity during the early phase of disease (**Figures 4B, C**). Importantly, adoptive transfer of WT CCR2^+^ monocytes to DKI mice delayed the onset and ameliorated the severity of colitis following DSS administration, and the disease course in DKI mice the received WT monocytes was comparable to the WT mice (**Figure 4D**). These results indicate that STAT5 tetramers in monocytes protect against DSS-induced colonic damage. Surprisingly, the adoptive transfer of DKI CCR2^+^ monocytes to WT mice exacerbated colitis severity, with a similar disease progression to the DKI mice (**Figure 4D**). These data strongly suggest that STAT5 tetramers in monocytes not only protected the mice from colonic epithelial damage, but the loss of STAT5 tetramers in monocytes increased their pathogenicity.

**Figure 4:**
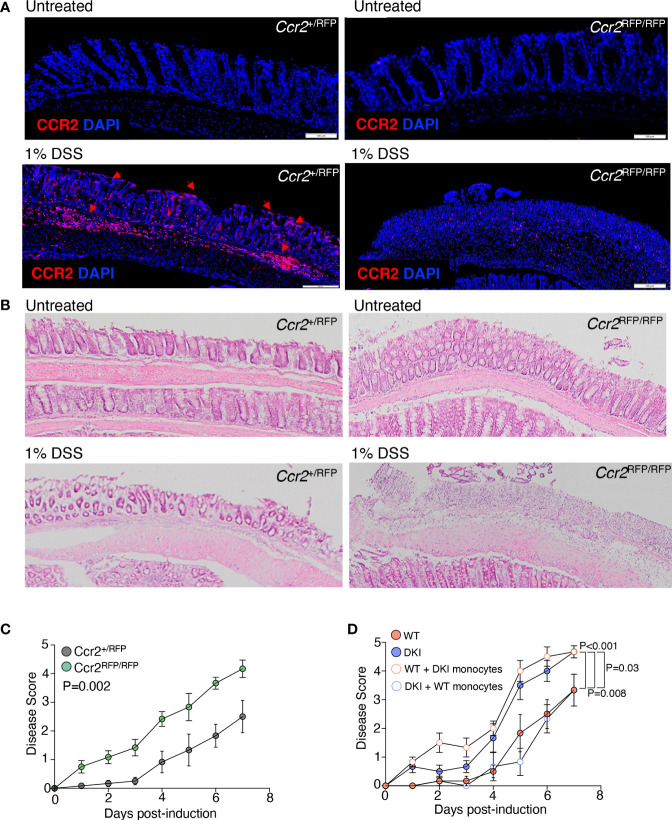
STAT5 Tetramers in Monocytes Regulate the Severity of Colitis. **(A, B)** Colon sections *Ccr2* ^+/RPF^ and *Ccr2* ^RFP/RFP^ mice with and without DSS treatment. **(A)** Representative images showing monocyte migration to the site damage in the epithelial monolayer following treatment with 1% DSS (red arrows). **(B)** Representative H&E-stained colon sections. Data are from 2 independent experiments with n=6. **(C)** *Ccr2* ^+/RFP^ and *Ccr2* ^RFP/RFP^ mice were treated with 1% DSS for 7 d. Disease scores are shown. Data are from 4 independent experiments with n=13 for WT and 12 for DKI. **(D)** WT and DKI monocytes were transferred into WT and DKI recipient mice on days 0 and 2 following treatment with 1% DSS. Colitis disease scores are shown. Data are from 2 independent experiments with n=6. **(C, D)** Data shown are mean ± SEM. Statistical significance is indicated by the P-value with NS meaning no statistical significance. **(C)** Area under the curve with unpaired *t* test. **(D)** Area under the curve with one way ANOVA and Tukey’s test for multiple comparisons.

### Arginase I production by DKI monocytes promotes colitis severity

Having determined that the STAT5 tetramer-dependent regulation of monocyte function is contingent on GM-CSF signaling, we posited that the increased pathogenicity of the DKI monocytes was due to dysregulated GM-CSF signaling in the absence of STAT5 tetramers. Administration of a neutralizing antibody against GM-CSF did not alter colitis severity in WT mice; however, it significantly delayed the onset and ameliorated the severity of colitis in DKI mice to an extent comparable to WT mice (**Figure 5A**). These data strongly suggest that in the absence of STAT5 tetramers, GM-CSF signaling exacerbated DSS-induced colitis, likely through its effects on monocytes. We next sought to identify the downstream mediator of GM-CSF signaling that was promoting colitis severity in the absence of STAT5 tetramers. Analysis of the differential gene expression in WT and DKI MDCs following GM-CSF stimulation demonstrated that there was a significant up-regulation in the expression of the *Arg1* gene (**Figure 1G**), which encodes arginase I, in DKI MDCs compared to WT MDCs (**Figure 5B**). 

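*Arg1* (Entrez gene 11846, chromosome 10 of mm10, 24915207 to 24927470) was at 0.145 ± 0.129 RPKM in WT and 0.206 ± 0.259 RPKM in DKI monocytes on day 0 (SD, n = 3), under the limit of 2 RPKM for a test. On day 3 it was 3.11 ± 4.32 RPKM in WT and 716 ± 580 RPKM in DKI MDCs. The WT libraries had 8.08, 0.972 and 0.274 RPKM and the DKI libraries of the same numbers 944, 57.4 and 1147 RPKM. The log2 fold change was 7.14 (standard error 1.29, adjusted p = 0.0279 from limma), and with the replicate block the adjusted p was 0.0352. In each of the 6 fits that left out 1 library on day 3 *Arg1* was higher in DKI, by a log2 fold change of 6.37 to 8.52, with adjusted p up to 0.100.

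On day 6 *Arg1* was 21.5 ± 19.3 RPKM in WT and 1881 ± 2321 RPKM in DKI MDCs. The WT libraries had 26.4, 0.268 and 37.9 RPKM and the DKI libraries 1111, 41.7 and 4489 RPKM, so that replicate 2 was lowest in both genotypes. The log2 fold change was 5.76 (standard error 1.99), and *Arg1* was not called without the block (adjusted p = 0.120) and was called with it (standard error 0.39, adjusted p = 0.0124). Each DKI library exceeded each WT library on days 3 and 6 (exact permutation test, p = 0.1).

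**Figure D5:**
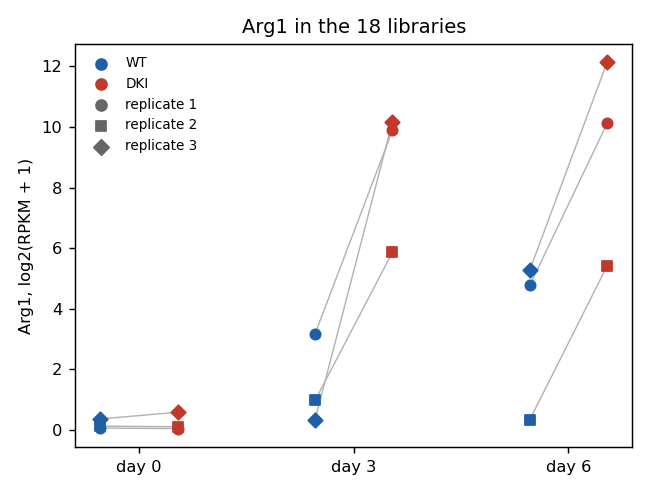
*Arg1* expression in the 18 libraries as log2(RPKM + 1), by genotype and day, with lines joining WT and DKI libraries of the same replicate number. On days 3 and 6 the DKI library lies above the WT library in each of the 3 pairs, and on day 0 all libraries lie below 1 RPKM.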

Previous studies demonstrated that the genetic deletion of arginase I or chemical inhibition of arginase activity ameliorates colitis induced by DSS (31, 32). Additionally, biopsies from patients with both Crohn’s disease and ulcerative colitis have been found to have higher mRNA levels of arginase I, suggesting a potentially pathogenic role for arginase I in IBD (32). Therefore, we speculated that GM-CSF-induced arginase I expression in STAT5 tetramer-deficient monocytes exacerbates colitis. GM-CSF induced higher protein level (**Figures 5C, D**) and activity of arginase I (**Figure 5E**) in STAT5 tetramer-deficient monocytes as compared to WT monocytes. However, GM-CSF did not regulate the expression of inducible nitric oxide synthase (iNOS) in monocytes without LPS stimulation, which is independent of STAT5 tetramer signaling (**Figures 5C, D**). Conversely, LPS did not regulate the expression of arginase I in monocytes (less than 2% Arg1^+^ cells) without prior GM-CSF stimulation (**Supplemental Figure 8**). In addition, the expression of arginase I was comparable in WT and DKI monocytes following M-CSF stimulation (**Figures 5C, D**). These data suggest that the regulation of arginase I by STAT5 tetramers was GM-CSF-specific. Interestingly, after treatment with DSS, there was a significant increase in the expression of arginase I in the colons of DKI mice compared to WT mice. In the DKI colons, arginase I was present in areas where epithelial cell damage and erosion were observed (**Figure 5F**). The administration of an arginase I inhibitor, BEC hydrochloride, ameliorated DSS-induced colitis in DKI mice to a disease severity level comparable to that observed in WT mice (**Figure 5G**), suggesting that the exacerbated colitis in DKI mice was caused by an increase in arginase I activity. To further investigate whether the increase in arginase I activity in MDCs was responsible for the exacerbated colitis, DSS was administered to WT mice following DKI monocyte transfer and treatment with BEC hydrochloride. As shown in **Figure 4D**, transfer of DKI monocytes induced an earlier onset and more severe colitis in WT mice (**Figure 5H**); however, the inhibition of arginase I activity ameliorated the severity of colitis conferred by the DKI monocyte transfer (**Figure 5H**). These findings demonstrate that the severe colitis phenotype observed in the DKI mice was the result of increased arginase I activity in STAT5 tetramer-deficient MDCs.

**Figure 5:**
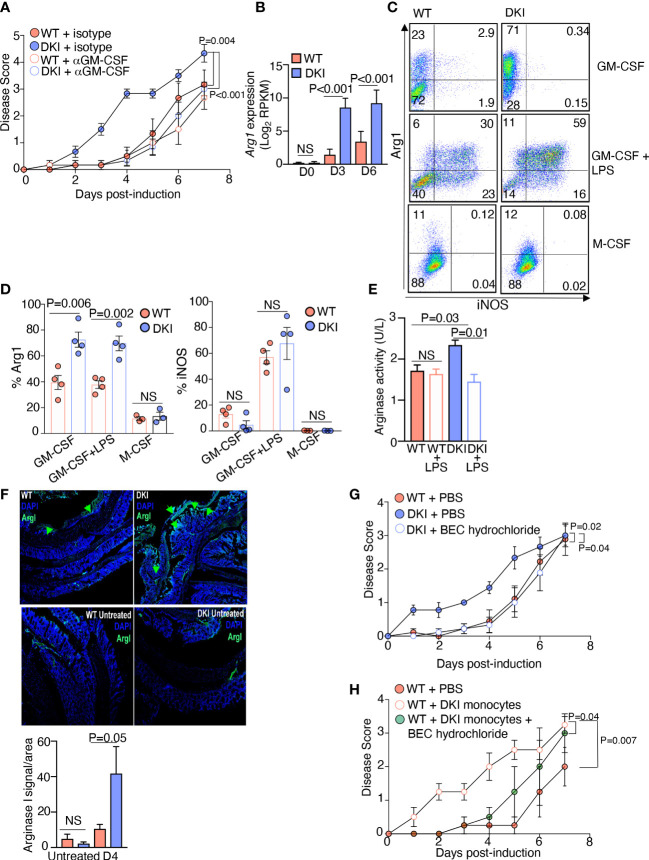
Arginase I Production by DKI Monocytes Promotes Colitis Severity. **(A)** Anti-GM-CSF or an isotype control antibody were administered to WT and DKI mice on days 0, 2, and 4 following 1% DSS administration. Mice were treated with DSS for 7 days. Disease scores are shown. Data are from 3 independent experiments with n=6. **(B)** Gene expression level of *Arg1* in WT and DKI MDCs following 0, 3, and 6 d of differentiation with GM-CSF. Data are combined from 3 independent experiments. **(C,D)** Expression of iNOS and arginase I in WT and DKI MDCs following 8 d of differentiation with either GM-CSF or M-CSF. Some MDCs were differentiated with GM-CSF, then stimulated with LPS for 16 h. Representative dot plots **(C)** and the combined results **(D)** from 4 independent experiments are shown. **(E)** Arginase I activity in WT and DKI MDCs differentiated with GM-CSF for 8 d. Some MDCs were stimulated with LPS for 16h. Activity was measured for 20 min. Data are combined from 3 independent experiments. Shown is the activity of arginase in unit per liter (U/L), defined by the amount of arginase that generates 1 μmol of H_2_O_2_ per minute at pH 8 at 37^°^C. **(F)** Representative images showing the expression of arginase I in WT and DKI colons with or without 4 d of DSS treatment. Data are from 2 independent experiments with n=6. **(G)** Disease scores from WT mice, DKI mice, and DKI mice treated with BEC hydrochloride 0, 1, and 2 d following colitis induction. Data is combined from 3 independent experiments with n=9. **(H)** Disease scores from WT mice, WT recipient mice that received DKI monocytes on days 0 and 2 post colitis induction, and WT mice recipient mice that received DKI monocytes on days 0 and 2 post colitis induction and BEC hydrochloride on days 0, 1, and 2 post colitis induction. Data are from 2 independent experiments with n=4. **(A, B, D-H)** Data shown are mean ± SEM. Statistical significance is indicated by the P-value with NS meaning no statistical significance. **(A, G, H)** Area under the curve with one way ANOVA and Tukey’s test for multiple comparisons. **(B, D, E)** Unpaired *t* test. **(F)** Paired *t* test.

### Overexpression of arginase I in DKI monocytes limits the production of protective nitric oxide

Finally, we sought to identify the mechanism by which increased arginase I activity in monocytes promotes colitis. In monocytes and MDCs, arginine is metabolized by arginase I and iNOS. Arginase I hydrolyzes arginine to ornithine, which is further converted into proline and polyamines, whereas iNOS converts arginine into citrulline and nitric oxide (NO) (33). In addition, arginase I is known to inhibit the activity of iNOS *via* multiple mechanisms (34, 35). Previous studies have shown that dietary supplementation with L-arginine confers protection against DSS-induced colitis; however, dietary supplementation with L-ornithine and L-proline does not provide protection (36). In contrast, the protective effect of L-arginine is eliminated in the absence of iNOS (37). These data led us to speculate that the increase in arginase I expression in the DKI monocytes inhibited the production of protective NO, thereby exacerbating colitis severity. We first compared the levels of NO in WT and DKI MDCs following LPS stimulation. The WT MDCs produced more NO compared to the DKI MDCs following LPS stimulation, and as expected, the production of NO was inhibited by the NOS inhibitor, L-NAME (**Figures 6A, B**). Given that the expression of iNOS in WT and DKI MDCs was comparable (**Figures 5C, D**), the reduction of NO production in the DKI monocytes was possibly due to increased arginase I activity and subsequent L-arginine consumption. Next, colitis was induced in WT and DKI mice supplemented with sodium nitrite, which provides a sustained concentration of NO. Interestingly, the addition of sodium nitrite did not impact the colitis severity in WT mice, but significantly ameliorated colitis in DKI mice (**Figure 6C**). These results suggest that STAT5 tetramer deficiency may lead to the reduction of protective NO which can be modulated by sodium nitrite supplements. However, the addition of exogenous source of NO more than physiological concentration does not have further beneficial effect. Taken together, these data suggest that the increase in arginase I activity in the DKI monocytes promotes colitis severity potentially *via* the regulation of protective NO synthesis.

**Figure 6:**
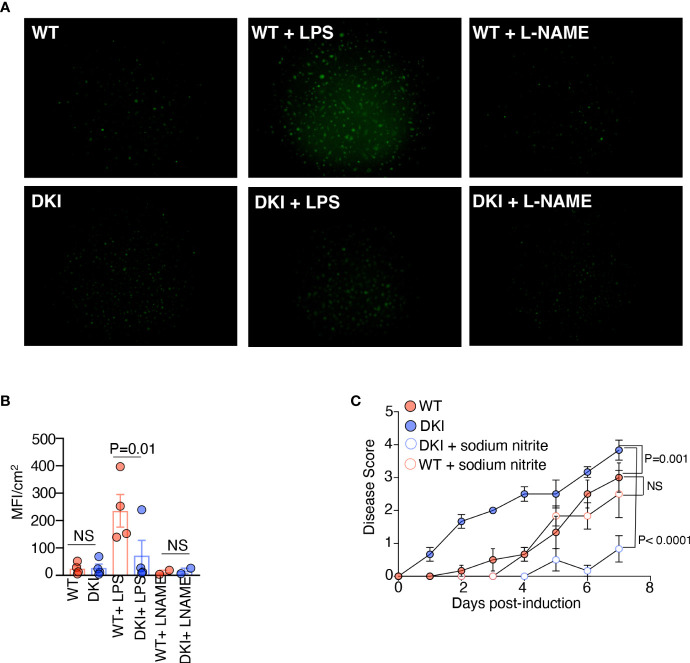
Overexpression of Arginase I in DKI Monocytes Limits the Production of Protective Nitric Oxide. **(A, B)** WT and DKI bone marrow monocytes were differentiated with GM-CSF for 8 d. Some MDCs were stimulated with either LPS or L-NAME for 16h. Cells were stained with DAF-FM diacetate for 30 min. **(A)** Representative images and **(B)** Quantification of data generated from 3 independent experiments. **(C)** WT and DKI mice were given drinking water containing 1% DSS or 1% DSS with 1 mM sodium nitrite for 7 days. Disease scores are shown. Data are from 2 independent experiments with n=6. **(B, C)** Data shown are mean ± SEM. Statistical significance is indicated by the P-value with NS meaning no statistical significance. **(B)** Paired *t* test. **(C)** Area under the curve with one way ANOVA and Tukey’s test for multiple comparisons.

## Discussion

In this study, we have established that STAT5 tetramers play an essential role in regulating monocyte fate and DSS-mediated colonic pathogenesis. We determined that GM-CSF-induced STAT5 tetramerization in monocytes promotes their differentiation into a functionally and genetically distinct population of moDCs. However, in the absence of STAT5 tetramers, dysregulated GM-CSF signaling promotes a macrophage phenotype. Previous studies have identified distinct monocyte progenitor populations that give rise to moDCs and monocytes-derived macrophages (25, 38). These progenitors were thought to account for the heterogeneity of the monocyte-derived cell population. However, we determined that GM-CSF-mediated STAT5 tetramers control the fate of monocyte differentiation, despite there being similar proportions of these progenitor populations in the bone marrow of the WT and DKI mice. Thus, we propose that STAT5 tetramers can regulate an intrinsic program that regulates monocyte differentiation. Interestingly, a previous study demonstrated that in response to GM-CSF, IRF4-deficient monocytes differentiate into macrophages but not moDCs (39). The morphology and the expression of macrophage-associated cell surface markers bear resemblance to the DKI monocytes that have been differentiated with GM-CSF. Additionally, we determined that the expression of *Ifr4* was regulated by GM-CSF-mediated STAT5 tetramers. Therefore, it is possible that IRF4 acts downstream of STAT5 tetramers to regulate monocyte differentiation. This warrants further investigation.

Using the DSS model of colitis, we established that STAT5 tetramers in monocytes play a critical role in conferring protection against intestinal inflammation. GM-CSF is known to ameliorate colitis severity (40–43). In fact, there have been several clinical trials that have sought to treat IBD patients with recombinant GM-CSF (44), and while not efficacious in all patients, treatment with recombinant GM-CSF was able to successfully decrease colitis severity (13–16). However, the mechanism though which GM-CSF ameliorates colitis has not been fully elucidated. We determined that the inhibition of GM-CSF was able to ameliorate the severe colitis observed in the DKI mice. We propose that GM-CSF acts on monocytes to promote STAT5 tetramerization. When STAT5 tetramerization is inhibited, dysregulated GM-CSF signaling renders the monocytes pathogenic. It is important to note that unlike the known protective role of GM-CSF, there is evidence to support both a pathogenic and protective role of monocytes in colitis (45–47). Previous studies have demonstrated that DSS promotes the recruitment of inflammatory monocytes to the colon, where they can differentiate into monocyte-derived macrophages and dendritic cells. These cells can respond to gut-resident bacterial *via* TLR signaling and thus promote intestinal inflammation and associated tissue damage (46, 47). However, the ablation of macrophages and dendritic cells was found to exacerbate epithelial cell injury and inflammation following colitis induction (30), suggesting that monocytes may also have an immunomodulatory role in colitis. This led us to investigate whether monocyte recruitment protected against or exacerbated colitis severity. Using the *Ccr2* ^RFP/RFP^ mice strain, we determined that monocytes are required to protect against severe colitis. Moreover, we demonstrated that the transfer of WT monocytes to DKI mice was able to ameliorate colitis severity. These findings suggest that GM-CSF-mediated STAT5 tetramers are critical for promoting an immunomodulatory monocyte phenotype in the context of intestinal inflammation.

The transfer of DKI monocytes into WT recipient mice significantly increased colitis severity. Consequently, we sought to determine the mechanism through which the inhibition of STAT5 tetramerization in monocytes promoted their pathogenicity. We determined that the expression and activity of arginase I was significantly increased in DKI monocytes, and the expression was increased in the colons of the DKI mice during the early phase of colitis. Additionally, inhibiting arginase I activity in the DKI monocytes was able to decrease colitis severity. In line with these observations, studies have suggested that arginase I promotes colitis pathogenesis (31, 32). Importantly, we demonstrated that a sustained concentration of NO decreased colitis severity in DKI mice. In monocytes and MDCs, L-arginine is competitively metabolized by arginase I and iNOS (33). We propose that the high levels of arginase I in the DKI monocytes consume the available L-arginine, thereby limiting the synthesis of NO through the reduction of iNOS activity. There are several studies that have demonstrated that low levels of NO can limit intestinal injury, leukocyte infiltration, and proinflammatory cytokine production in murine models of colitis (48–50). Though the precise mechanism has not been fully elucidated, there is evidence to suggest that NO may act as an antioxidant that has the potential to limit superoxide-induced tissue damage by inhibiting superoxide release or by scavenging superoxide (51, 52), which may limit intestinal inflammation and subsequent immune cell recruitment. It is also possible that the increase in arginase I production and activity by the DKI monocytes and thus polyamine synthesis may increase cell proliferation. This could result in pathogenic colonic hyperplasia, which has been correlated with increased colitis severity (53). However, the pathological assessment of our WT and DKI colons demonstrated that there was minimal hyperplasia present following both 4 and 7 days of treatment with DSS. Additionally, dietary supplementation with L-ornithine, which is metabolized to polyamines, does not provide protection against colitis (36). Therefore, we propose that the increased production of arginase I following dysregulated GM-CSF signaling in the DKI monocytes limits the synthesis of protective NO.

This study has established a critical role of GM-CSF-mediated STAT5 tetramers in conferring protection against colitis *via* suppression of arginase I, and in turn reduces the production of protective NO. The pathological significance of STAT5 tetramers in regulating differentiation of moDC versus macrophages needs to be further investigated. We previously demonstrated that, in stark contrast to their role in colitis, STAT5 tetramers promote autoimmune-mediated neuroinflammation. We determined that STAT5 tetramers regulated the expression of CCL17 in MDCs, which promoted the migration and pathogenicity of Th17 cells in the spinal cord meninges (21). The STAT5 tetramer-dependent regulation of monocyte function appears to be highly context specific, and the differences, in this case, seem to be largely driven by the interplay between monocytes and other immune and non-immune cells that are also involved in promoting or restricting inflammation. For instance, in colitis, colonic epithelial cells are thought to be the major cellular source of GM-CSF, which acts on the monocytes to confer protection (44). However, in neuroinflammation, pathogenic Th17 cells are the major cellular source of GM-CSF, which acts on the MDCs to promote their pathogenicity (54). The findings from these studies highlight the opposing roles of STAT5 tetramers in governing inflammation. It is important that these opposing roles be considered related to future therapeutic interventions that seek to target downstream mediators of the GM-CSF-STAT5 tetramer signaling pathway for the treatment of chronic inflammatory conditions.

## Methods

### Mice

The generation of the *Stat5a-Stat5b* double knockin (DKI) N-domain mutant mice was described previously (19). The DKI mice are on a C57BL/6J (B6) background. *Ccr2* ^RFP/RFP^ and *Ccr2* ^+/RFP^ mice (JAX 017586) and OT-II transgenic mice (JAX 004194) mice were purchased from The Jackson Laboratories. Mice were bred and housed under specific-pathogen-free facilities at West Virginia University Health Sciences Center. All studies were conducted in accordance with West Virginia University Animal Care and Use Committee guidelines.

### Monocyte isolation and differentiation *in vitro*

Bone marrow was harvested from WT and DKI mice as previously described (55). The epiphyses from both the tibias and femurs were removed. A total of 5 mL RPMI medium was passed through the bones using a 26G needle. Monocytes were enriched by negative selection using Monocyte Isolation Kit (Miltenyi Biotec 130-100-629) and LS columns (Miltenyi Biotec 130-042-401) or using EasySep Mouse Monocyte Isolation Kit (Stemcell Technologies 19861). The enriched monocytes were resuspended in RPMI and were seeded in a 24-well plate at a density of 5 x 10^5^ cells/mL. Cells were kept at 37*°*C for 1 h, then the RPMI was replaced with 1 mL of complete RPMI containing 10% fetal bovine serum (Cytiva SH30071.03HI), 2mM L-glutamine (Gibco 25030-08), 0.1 mg/mL penicillin/streptomycin (Gibco 15240-062), and 55 μM β-mercaptoethanol (Gibco 21985-023) with 2, 5, or 20 ng/mL GM-CSF (Peprotech 315-03). On days 3 and 6, the cells were supplemented with 500 μL complete RPMI containing 2, 5, or 20 ng/mL GM-CSF. For functional assays, differentiated cells were harvested on day 8. For RNA-Seq and flow cytometric analysis, differentiated cells were harvested on days 3, 6 and 9. For the detection of iNOS and arginase I, arginase I activity, and nitric oxide, the GM-CSF differentiated cells were stimulated with 100 ng/mL LPS (O111:B4, Sigma-Aldrich) for 16 h, prior to harvesting. In some experiments, monocytes were differentiated in the presence of M-CSF (Peprotech 315-02) as described above or directly stimulated with 100 ng/mL LPS for 16 h without prior GM-CSF stimulation. To harvest cells, medium was collected, and cells were washed once with PBS. Cells were detached from the plate by incubating with 500 μL accutase (Innovative Cell Technologies AT 104-500) for 5 min at 37*°*C. The suspended cells were collected. The wells were then gently scraped to collect any remaining cells.

### Single-cell isolation from the lungs, spleens, and peritoneal cavity

To obtain cells from the lungs, mice were deeply anesthetized using ketamine/xylazine combination. Whole-body perfusion was performed by administering 20 mL of cold PBS *via* the left cardiac ventricle. Lungs were excised and cut into pieces 1-2 mm in size and placed into 5 mL of digestion buffer containing collagenase D (1 mg/mL) and DNase I (200 µg/mL) in HBSS. The tissues were vortexed and incubated in a 37°C water bath for 45 min with vigorous vortexing every 8-10 min. Digests were pushed through 100-µm cell strainers and contents were centrifuged for 10 min at 380 x g. Supernatant was discarded and tissue digests were resuspended in PBS with 1% FBS. To obtain cells from the spleens, spleens from euthanized mice were homogenized using syringe plunger and then pushed through 100-µm cell strainers. Red blood cells were lysed using ACK lysing buffer. The cells were then washed and resuspended in PBS with 1% FBS. To obtain cells from the peritoneal cavity, euthanized mice were injected intraperitoneally with 5 mL cold PBS. The peritoneal cavity was gently massaged, the injected PBS containing cells was then collected.

### Antibody staining and flow cytometric analysis

Differentiated monocytes were harvested as described above on days 3, 6, and 9. The single cell suspensions were incubated with anti-CD16/32 (Biolegend 93) at a 1:100 dilution on ice for 10 min and cells were then stained with the following conjugated antibodies (antibodies used in this study were purchased from BioLegend if not otherwise indicated) at 4°C for 20 min: CD11c-Percp/Cy5.5 (N418), MHCII-BV510 (M5/114.15.2), F4/80-BV421 (BM8), CD115-APC (AFS98), CD80-PE (16-10A1), CD86-APC (GL-1), CD11b-FITC (N418), Ly6C-PE (HK1.4), CCR2-BV421 (SA203G11), MerTK-PE (eBiosciences DSSMMER), GM-CSFRα-PE (R&D Systems FAB6130P), and GM-CSFRβ-PE (BD Biosciences JORO50). Dead cells were excluded by using LIVE/DEAD Fixable Near-IR Dead Cell Stain Kit (ThermoFisher L34976). The cells were washed and resuspended in staining buffer (1% FBS in PBS), then analyzed on a BD LSRFortessa flow cytometer. For the intracellular staining of arginase I and iNOS, the cells were surface stained, then fixed and permeabilized using Fixation/Permeabilization Solution Kit (BD Biosciences 555028) according to the manufacturer’s recommendations. Following permeabilization, the cells were stained with arginase I-APC (AlexF5) and iNOS-PE (CXNFT). The cells were washed in permeabilization buffer, then were resuspended in staining buffer prior to analysis. For experiments that characterized bone marrow progenitor populations (25), bone marrow cells were incubated with anti-CD16/32 at a 1:100 dilution on ice for 10 min and cells were then stained with the following conjugated antibodies: Ly6C-PE (HK1.4), Flt3-Percp/eFluor (A2F10), CD11c-PE/Cy7 (N418), CD115-APC (AFS98), SIPRα-APC/Cy7 (P84), MHC II-BV421 (M5/114/15/2), Ly6G-BV510 (1A8), and TCRβ−BV510 (H57-597). Cells were then fixed and permeabilized using Fixation/Permeabilization Solution Kit (Ebioscience 00-5523) according to the manufacturer’s recommendations. Following permeabilization, the cells were stained with PU.1-AF488 (7C2C34). The cells were washed in permeabilization buffer and then resuspended in staining buffer prior to analysis.

### Detection of STAT5 phosphorylation

Monocytes were enriched from the bone marrow of WT and DKI mice as described above. Monocytes were seeded at a density of 1 x 10^5^ cells/well in a 96-well plate in complete medium and were rested at 37°C for 30 min. The monocytes were stained with CD11b-FITC (N418), Ly6C-PE (HK1.4), and LIVE/DEAD Fixable Near-IR Dead Cell Stain Kit (ThermoFisher L34976) for 20 min at 37°C. Following surface staining, the monocytes were stimulated with 100 ng/mL GM-CSF (Peprotech 315-03) for 15 min at 37°C. The stimulated monocytes were then fixed in 2% paraformaldehyde in PBS at 37°C for 10 min. Following fixation, the monocytes were permeabilized with 90% ice cold methanol in PBS and were incubated at -20°C for 30 min. Monocytes were washed with staining buffer, then stained with pSTAT5-PE (BD Biosciences 47/Stat5 (pY694)) at room temperature for 30 min. The monocytes were washed and resuspended in staining buffer. Cells were analyzed on a BD LSRFortessa.

### Assessment of cell morphology

Monocytes were enriched and differentiated as described above. After 8 days of differentiation, the cells were cytospun onto a glass slide, then stained with the Wright Giemsa staining kit and imaged using the MFI Zeiss Tissue Culture Microscope.

### Phagocytosis assay

Monocytes were enriched and differentiated with GM-CSF as described above. Following 8 days of differentiation, the cells were harvested and resuspended in complete medium to a concentration of 2 x 10^5^ cells/100 μL. Cells were then incubated with 200 μg/mL AF488 conjugated ovalbumin (Invitrogen 034781) at either 37°C or 4°C for 1 h. Cold PBS was added to the cells, which were then washed 2 times with PBS. Cells were then stained with CD11c-Percp/Cy5.5 (N418), MHCII-BV510 (M5/114.15.2), and LIVE/DEAD Fixable Near-IR Dead Cell Stain Kit (ThermoFisher L34976), as described above. Cells were analyzed on a BD LSRFortessa.

### Antigen presentation assay

Inguinal, axillary, brachial lymph nodes, and spleens were harvested from OT-II transgenic mice. Naïve CD4^+^ T cells were enriched using Naïve CD4^+^ T cell Isolation Kit. (Miltenyi 130-104-453 or Stemcell Technologies 19765). The naïve T cells were then labeled using the CellTrace Violet Cell Proliferation Kit (ThermoFisher C34571) according to the manufacturer’s recommendations. The labeled T cells were seeded in a 96 well plate at a density of 5 x 10^4^ cells/200 μL complete medium. Monocytes from WT and DKI mice were enriched and differentiated as described above. Following 8 days of differentiation, the cells were added to the wells containing naïve CD4^+^ T cells in the indicated ratios. The cells were then stimulated with 2, 5, or 20 μg/mL ovalbumin peptide (OVA_323-339_ AnaSpec AS-27025) or 2 μg/mL ovalbumin protein (InvivoGen vac-pova). The cells were co-cultured for 72 h at 37°C. Following 72 h of co-culture, the T cells were harvested and stained with LIVE/DEAD Fixable Near-IR Dead Cell Stain Kit (ThermoFisher L34976) and CD4-APC (RM4-5) as described above. T cells proliferation was analyzed on a BD LSRFortessa.

### Oxidative burst assay

Monocytes were enriched and differentiated with GM-CSF as described above. Following 8 days of differentiation, the cells were stimulated with 100 ng/mL LPS and incubated wit 500 μL nitro blue tetrazolium chloride (ThermoFisher N6495) for 15 min at 37°C. The colorimetric change that signified an oxidative burst was imaged and quantified on the EVOS Cell Imaging System (ThermoFisher).

### Cytokine and chemokine bead array

Monocytes were enriched and differentiated as described above. Following 8 days of differentiation, 500 μl of cultured supernatants were collected and centrifuged at 15,870 x g for 3 min. Supernatants were collected and stored at -80°C until analysis. A chemokine (Biolegend 740451) bead arrays were performed according to the manufacturer’s protocol and analyzed on a BD LSRFortessa.

### RNA-Seq library preparation and sequencing

Monocytes were enriched and differentiated as described above and then harvested on day 0, 3, or 6. RNA was extracted using the Zymo RNA miniprep kit (Zymo Research), and 500 ng RNA was used for RNA-Seq library preparation with the Kapa mRNA HyperPrep Kit (Kapa Biosystems KK8580) and indexed with NEXTflex DNA Barcodes-24. After the final amplification, samples were loaded onto 2% E-Gel pre-cast gels (ThermoFisher), and 250 to 400 bp DNA fragments were recovered and purified with Zymoclean Gel DNA Recovery Kit (ThermoFisher). Barcoded samples were mixed and sequenced on an Illumina HiSeq2000 system.

### RNA-seq data analysis

RNA-Seq data processing followed our previous procedures (56, 57). In brief, single end RNA-Seq reads were aligned to the mouse reference genome (mm10) by sub-read (58). The number of reads mapped to transcripts annotated by RefSeq at gene level was counted by FeatureCounts (59). Gene expression level was quantified by RPKM (60). Differentially expressed genes were predicted by EdgeR with the following thresholds: fold-change > 1.5, FDR < 0.05, count per million (CPM; log_2_) > 0, and expression level in at least one condition (RPKM) > 2 (61).

### DSS-induced colitis

Colitis was induced by incorporating DSS into the drinking water as previously described (62). Male WT and DKI mice or *Ccr2* ^+/RFP^ and *Ccr2* ^RFP/RFP^ mice between 12-16 weeks of age were randomly assigned to treatment groups for each experiment. One percent colitis grade DSS (MP Biomedicals 160110) was dissolved into autoclaved drinking water. Mice were restricted to only the DSS-treated water for 7 days. The weights and colitis scores of the mice were measured daily. Colitis score on a five-point scale was utilized: 0: Normal stool; 1: Water retention in the stool, softening of the stool; 2: Presence of occult blood measured by hemoccult test (Beckman Coulter 61130); 3: Presence of visible trace blood in the stool; 4: Presence of acute rectal bleeding; 5: Presence of gross rectal bleeding. Data from all mice were included without exclusion. Mice were scored in an unblinded manner. To neutralize GM-CSF activity, 300 μg of anti-GM-CSF antibody (Bioxcell MP1-22E9) or rat IgG2a isotype control antibody against trinitrophenol (Bioxcell 2A3) diluted in 200 μl PBS was administered to the recipient mice *via* intraperitoneal injections on days 0, 2, and 4 following colitis induction. To inhibit arginase I activity, mice were intraperitonially injected with 600 μg/200 μL BEC hydrochloride (Sigma SML1384) on days 0, 1, and 2 following colitis induction. To supplement nitrite, 1 mM sodium nitrite (Sigma Aldrich 077-010-00-4) was added to the DSS-treated water, as previously described (63). Colitis scores were evaluated for 7 days.

### DSS-induced colitis with monocyte transfer

Monocytes were enriched from the bone marrow of WT and DKI mice as described above. The enriched monocytes were resuspended to 1 x 10^6^ cells/200 μL PBS and were transferred to the indicated recipient mice *via* intraperitoneal injections on days 0 and 2 following colitis induction. In some experiments, BEC hydrochloride (600 μg/200 μL) was administered on days 0, 1, and 2 *via* intraperitoneal injections. Colitis scores were evaluated for 7 days.

### Arginase I activity assay

WT and DKI monocytes were enriched and differentiated with GM-CSF as described above. Some cells were stimulated with 100 ng/mL LPS (O111:B4, Sigma-Aldrich) for 16 h prior to harvesting. After 8 d of differentiation, the activity of arginase I determined using the Arginase Activity Assay Kit, according to manufacturer’s protocol (Abcam ab180877). A total of 5 μL of lysate was used for each reaction. Reaction time was 20 min.

### DAF-FM diacetate staining

WT and DKI monocytes were enriched and differentiated with GM-CSF as described above. Some cells were stimulated with 100 ng/mL LPS (O111:B4, Sigma-Aldrich) or 100 μM L-NAME (R&D Systems 0665/100) for 16 h prior to harvesting. After 8 d of differentiation, medium was removed and the wells were washed with warm Dulbecco’s phosphate buffered saline (DPBS, ThermoFisher 14040141). The cells were stained with 1 μM DAF-FM Diacetate (ThermoFisher D238440) in DPBS for 30 min at 37°C. The cells were washed with warm DPBS then imaged on the Zeiss Fluorescent Microscope.

### Pathological assessment of the colons

The colons were harvested from the mice at 4 or 7 days following colitis induction. The colons were prepared using Swiss roll technique as previously described (64), and fixed in 4% paraformaldehyde in PBS for 24 h at 4°C. Following fixation, the colons were washed with PBS and were placed in 30% sucrose in PBS overnight at 4*°*C two times. The colons were then embedded in O.T.C. compound (Fisher Health Care 4585). and cut into 12-μm sections on a cryostat (ThermoFisher HM525 NX). The sections were stained with a standard H&E staining protocol and were scored in a single-blinded manner by a pathologist. The extent of inflammation and erosion/ulceration were examined as the percent of the colon that was affected. The following scale was utilized: 0 = 0%, 1 <5% affected, 2 = 5% to 25% affected, 3 = 25% to 50% affected, 4 = >50% affected. The extent of epithelial hyperplasia present was determined by examining the entire colons section. The following scoring system was utilized: 1: focal, 2: multifocal/regional, and 3: extensive.

### Immunofluorescence staining

The colons were harvested from the mice at 4 d following colitis induction. The colons were prepared using Swiss roll technique as previously described (64), and fixed in 4% paraformaldehyde in PBS for 24 h at 4*°C.* Following fixation, the colons were washed with PBS and were placed in 30% sucrose in PBS overnight at *4*°C two times. The colons were then embedded in O.T.C. compound (Fisher Health Care 4585) and cut into 12-μm sections on a cryostat (ThermoFisher HM525 NX). The slides containing 12-μm frozen colon sections were treated with acetone for 5 min at -20°C. After drying, the slides were incubated with tris-buffered saline with 0.1% Tween 20 (TBS-T) for 15 min and further washed 2 times with TBS-T, followed by incubating with 1% Triton X-100 diluted in TBS-T for 30 min at room temperature. The slides were then blocked with 2% goat serum for 2 h at room temperature, washed 6 times with TBS-T, and stained with anti-arginase I antibody (Cell Signaling Technologies D4E3M, 1:100) in 2% goat serum overnight at 4°*C*. Slides were washed 3 times with TBS-T, then stained with FITC-conjugated goat anti-rabbit secondary antibody (Invitrogen A11008, 1:1000) in 2% goat serum for 2 h at room temperature. The slides were washed 3 times with TBS-T, then stained with DAPI for 3 min at room temperature. Slides were washed 3 times with TBS-T, then were cover slipped with antifade mounting medium (Vector Laboratories H-1000). For colons samples from *Ccr2* ^+/RFP^ mice, the samples were prepared and fixed as described above. The slides were then washed 7 times with PBS, stained with DAPI for 10 min, then washed 3 times with PBS. Slides were cover slipped with antifade mounting medium (Vector Laboratories H-1000).

### Image collection and analysis

Large stitch tiled images from anti-arginase I antibody-stained sections were collected on the Nikon A1R confocal with N-SIM E microscope with the PlanFluor 40x/0.75 objective. Images were generated using NIS Elements software. The number of arginase I expressing cells was determined using General Analysis. The 488 channel (arginase I) was subjected to auto contrasting and thresholding. The number of objects was determined and normalized to the area with signal (percent of area with signal multiplied by object count), Analysis was performed on 3 z-stack images per colon. Images from H&E-stained slides and slides obtained from treated *Ccr2* ^+/RFP^ and *Ccr2* ^RFP/RFP^ mice were collected on the MIF Olympus Slide Scanner using the 20x objective. Images from the DAF-FM diacetate-stained MDCs were collected on the Zeiss Fluorescent Microscope using the 10x objective. The number of NO-producing cells was calculated using ImageJ. The fluorescent intensity was normalized to the area (cm^2^).

### Statistical analysis

Statistical analysis was conducted using GraphPad Prism. The severity of colitis between experimental groups was compared by determining the area under the curve with p-values being determined using two-tailed Student’s t test or one-way ANOVA with Tukey’s *post hoc* analysis for multiple comparisons. Significance was defined as p-values < 0.05. Statistical test, extant n values, and the number of each experimental replicate are denoted in the Figure Legends.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE207676 (GEO).

## Ethics statement

The animal study was reviewed and approved by West Virginia University Animal Care and Use Committee.

## Author contributions

KM and EW designed research; KM, WZ, EW performed research; J-XL contributed new reagents/analytic tools; KM, HA, LW, AA, PL, GH, EW analyzed data; KM, GH, WL, EW wrote the paper. All authors contributed to the article and approved the submitted version.

How the deposited data were processed for this re-analysis (not part of the article)

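The data are RNA-seq measurements of WT and DKI mouse monocytes before stimulation (day 0) and of MDCs after 3 and 6 days with 20 ng/mL GM-CSF, in 6 groups of 3 libraries. The genotype, day and replicate number of each library were taken from the sample labels and set against the paper's methods and the legend of Figure 1. The labels name liver as the tissue, whereas the paper and the series description name bone marrow, and the paper's source was used.

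According to the methods, the authors aligned single-end reads to the mouse genome mm10 with Subread, counted reads on RefSeq genes with featureCounts at the level of genes, and deposited the result as RPKM values, with 1 column per library and genes listed by Entrez identifier. The paper's text does not give the versions, the strandedness or the handling of reads that match several genes, so the levels of genes with near copies, such as *Lyz1* and *Lyz2* or *Csf2rb* and *Csf2rb2*, are uncertain. The RPKM values were not whole numbers, and the authors state no scaling between libraries beyond the number of mapped reads. Gene symbols and positions were taken from the RefSeq annotation of the same genome build, in which 20082 of the identifiers were found and 216 were not. The genes analysed here include 66 on chromosome X and 4 on chromosome Y. All 18 columns of values were used.

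Depth was estimated, since RPKM does not hold read totals. In each library, the smallest nonzero values of 1363 single-exon receptor genes, multiplied by gene length, form a cluster that was taken as 1 read. The estimates were between 29.5 M and 43.2 M mapped reads per library, with a median of 36.5 M. Between 4 and 13 genes per library formed the cluster. Of the 131 other low values, 80 (61.1%) were whole multiples of 1 read, where chance gives 10%, so that whole reads were not recovered for all genes, no test on counts was run, and the depths are approximate. At the lowest depth, 3 reads on a gene of 1 kb correspond to 0.102 RPKM and on a gene of 5 kb to 0.0203 RPKM, which covers counting error only.

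Expression was analysed as log2(RPKM + 1) in R 4.3.3. For each day, genes with a mean RPKM above 2 in at least one genotype were fitted with limma 3.58.1 (lmFit, and eBayes with an intensity trend) on the 6 libraries of that day, and were called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 1.5, the limits the authors used with edgeR. The authors also required log2 CPM above 0, which was not applied here. Fold changes on this scale understate the change of genes with low RPKM. A difference in genotype effect between days was tested as an interaction in a fit of the 12 libraries of the days compared. Multidimensional scaling and distances used the 500 genes with the largest variance, and the ratio of distances between and within genotypes was tested by an exact one-sided permutation test over the 10 splits of 6 libraries, whose smallest p is 0.1. Gene sets were tested with limma camera at an inter-gene correlation of 0.01, on the mouse Reactome sets distributed with fgsea 1.28.0 that had at least 10 fitted genes. The authors used GSEA on sets that the paper's text does not name. Figures and depth estimates were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

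The genes named in the text follow a rule set in advance. They are the genes named by the paper's text or Figures 1G, 2E and 5B, *Stat5a* and *Stat5b*, the genes of proteins that the paper measured by flow cytometry in the same cultures, and for each day and direction the 3 largest changes among the genes called and changed in the same direction in all 3 same-numbered pairs. This gave 61 genes. A few further genes that were chosen after their values were seen are marked as such.

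The pairing of libraries comes from the replicate numbers in the sample labels, and the paper states that the data combine 3 independent experiments. It does not state that WT and DKI libraries of the same number were prepared together. In the library names, the WT and DKI libraries of each same-numbered pair carry consecutive numbers. Replicate 1 of days 3 and 6 carries an earlier year than all other libraries. These names go with joint preparation of each pair but do not show it. The comparison without a block was set as the main one, and the fit with the replicate number as a block is given beside it. Same-numbered WT and DKI libraries deviated together from their group means on each day, most of all on day 0.

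The steps were tested on simulated data in which 200 genes were changed by known fold changes. Without an effect of pairs, the fit without the block called 150 of 9532 genes, of which 144 were among the changed genes (72% recovered, 4% of the calls false), and the fit with the block recovered 45.5%. With an effect of pairs added, the fit without the block recovered 23% of the changed genes and the fit with the block 46% (9656 genes fitted). This effect was set larger than the residual spread of each gene on day 3 and was added on top of it. Of 72 genes changed 8-fold, the fit without the block recovered 93.1% without an effect of pairs and 44.4% with one, and the fit with the block 76.4% and 75%. The interaction test recovered 68% of the changed genes among 9648, in simulated libraries that were independent of each other. Camera passed a set of 50 genes shifted by 0.7 and did not pass an unshifted set.

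The alternatives set before the data were examined were a pseudocount of 0.1, no filter on mean RPKM before the fit, a filter on the mean over all libraries of the comparison, the replicate block, median centring, quantile normalization, the block with median centring, all 18 libraries in one fit, eBayes without trend, no fold change limit, 2000 genes or all genes with a mean RPKM above 2 for the distances, an inter-gene correlation estimated from the data, and leaving out each replicate in turn. Protein, imaging, colitis and cell transfer experiments of the paper were not analysed here. The ImmGen analysis was not repeated, since its gene sets were not used here.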

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

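The tests of explanations in this part were all chosen after the results were seen.

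The genotype effect on *Stat5a* differed between days. The difference between DKI and WT was larger on day 3 than on day 0, by −1.60 on the log2 scale (standard error 0.34, adjusted p = 0.0326 from the limma interaction test, 0.0186 with the block), and the same comparison of day 6 with day 0 gave −1.61 (adjusted p = 0.0550, which did not pass, and 0.0391 with the block, which did). By the library names, replicate 1 on day 0 carries another year than replicate 1 on days 3 and 6. A block by replicate number may therefore join libraries of different experiments, so the values with the block are not firm here. From day 0, *Stat5a* in WT changed by 1.45 on day 3 and 1.38 on day 6. All 3 WT libraries of each day lay above every day 0 library, and in DKI the changes were −0.15 and −0.23. If reads had moved to *Stat5b*, that gene would have risen, but its log2 fold change on day 3 was −0.53. If reads of the mutant allele had been lost in alignment, *Stat5a* would also be lower in DKI on day 0, where the log2 fold change was −0.076. Lower values of most genes in the DKI libraries do not account for it either, since after median centring the adjusted p of DKI against WT on day 3 was 0.0184, within a range of 0.00152 to 0.0506 over the alternatives that kept all libraries. A candidate explanation is that the rise of *Stat5a* under GM-CSF needs STAT5 tetramers, and another is that the WT and DKI cultures hold different cell types by day 3. These were not told apart, and no other split of the libraries was examined for this gene. A chromosome segment carried along with the mutations, considered below for nearby genes, was not tested for *Stat5a* and remains open. Similar values on day 0 do not exclude it.

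*Csf2rb2*, a near copy of the gene of the common β chain of the GM-CSF receptor, was lower in DKI than in WT MDCs in all 3 pairs on both days, although the paper does not list it among its differentially expressed genes. Its log2 fold change was −0.92 on day 3 (standard error 0.19, adjusted p = 0.0405 from limma, 0.0711 with the block) and −0.81 on day 6 (standard error 0.17, adjusted p = 0.0410, 0.0667 with the block). Reads moving between the copies would have raised *Csf2rb*, whose log2 fold change on day 3 was −0.67. After median centring the adjusted p of *Csf2rb2* was 0.0467 on day 3 and 0.0698 on day 6. It no longer passed on day 6 after quantile normalization either, so that lower values of most genes in the DKI libraries are not excluded for that day. Over the alternatives that kept all libraries the adjusted p lay between 0.0255 and 0.0871 on day 3 and between 0.0299 and 0.0940 on day 6, where 5 of 9 alternatives no longer passed. With 1 replicate left out, 1 of 6 fits passed on day 3 and 0 of 6 on day 6 (adjusted p between 0.0550 and 0.151 on day 6). The difference in genotype effect from day 0 did not pass (−0.96 on day 3, adjusted p = 0.292). How the authors treated reads that match both copies was not tested, so that *Csf2rb2* and *Csf2rb* may not be fully resolved.

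*Hepacam2* and *Il2ra*, which the paper's text does not discuss, were strongly lower in DKI MDCs. Among the genes called and lower in all 3 pairs, *Hepacam2* had one of the 3 largest decreases on both days and *Il2ra* on day 6. The log2 fold change of *Hepacam2* was −5.06 on day 3 (adjusted p = 0.00256 from limma, 0.0158 with the block) and −4.56 on day 6 (adjusted p = 0.00637, 0.0202 with the block). That of *Il2ra*, which encodes an interleukin-2 receptor chain, was −4.79 on day 3 (adjusted p = 0.00947, 0.0246 with the block) and −5.20 on day 6 (adjusted p = 0.00194, 0.00721 with the block). Both were lower in all 3 pairs on each day. On day 0 both were below 1 RPKM in all 6 libraries, and in WT MDCs *Il2ra* reached 110 ± 54.4 RPKM on day 3 and 195 ± 56.0 RPKM on day 6 (SD, n = 3). Median centring left the largest of the 4 adjusted p at 0.0112, and over the alternatives that kept all libraries the largest was 0.0312. RNA from T and NK cells in the WT libraries would make the markers of those cells lower in DKI, but their mean was lower in only 1 of the 3 pairs on day 6. Neither of these explanations accounts for the values, and a hypothesis is that GM-CSF induces both genes through STAT5 tetramers, directly or as part of the moDC phenotype of the WT cultures.

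Among the Reactome sets, translation elongation was lower in DKI MDCs. The mean log2 fold change of its genes was −0.65 on day 3, when 84 of 84 genes were lower (adjusted p = 3.2e-08 from limma camera, 7.2e-08 with the block), and −0.76 on day 6, when 87 of 87 were lower (adjusted p = 8.3e-10, 2.1e-11 with the block). Of these genes 2 were called on day 3 and 5 on day 6. The means in the 3 pairs were −1.28, −0.41 and −0.27 on day 3 and −1.02, −0.44 and −0.81 on day 6. After median centring the means were −0.57 and −0.61, and after quantile normalization −0.60 and −0.64, so the direction held. The genes are short, but none of 10000 random sets matched on gene length and expression level was as extreme on either day (1e-04 on day 3 and 1e-04 on day 6, the smallest value these draws can give). A difference before GM-CSF is not seen, with a mean of −0.032 on day 0. Mature neutrophils left in the DKI cultures would raise neutrophil markers, which were higher in DKI in 2 of the 3 pairs of day 3, by 3.28, −0.29 and 1.22 on the log2 scale. On day 6 the differences were 2.24, −0.53 and 0.12. Pair 1 had the largest difference in neutrophil markers and the largest decrease of the elongation genes on both days, so that neutrophils may contribute there, while pair 2 had lower elongation genes without higher neutrophil markers. Among the 4 splits of the libraries that part all same-numbered pairs, 3 gave a camera p as small on day 3 and 1 on day 6. Since other splits gave as small a p on day 3, and 4 splits cannot give a share below 0.05, the pattern cannot be told apart from chance differences between libraries. A lower ribosomal protein expression in DKI MDCs is therefore a hypothesis only.

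Genes of iron uptake and transport were higher in DKI MDCs, with a mean log2 fold change of 0.70 on day 3, when 26 of 32 genes were higher (adjusted p = 5.8e-06 from limma camera, 9.1e-07 with the block), and 0.75 on day 6, when 28 of 33 were higher (adjusted p = 1.2e-08, 7.4e-09 with the block). Single genes of the set that were called numbered 5 on day 3 and 4 on day 6. The mean was positive in each of the 3 pairs on both days, and after median centring it was 0.78 and 0.90. On day 3, 2e-04 of 10000 random sets matched on length and expression level were as extreme, and on day 6 the share was 1e-04, the smallest these draws can give. Of the 4 splits that part all same-numbered pairs, 2 gave a camera p as small on day 3 and 1 on day 6, so that this pattern also cannot be told apart from chance differences between libraries. A hypothesis is that the macrophage phenotype of the DKI cultures includes a higher expression of these genes. The mean of the set does not by itself show a higher uptake of iron. *Tfrc*, the gene of the transferrin receptor, had log2 fold changes of −0.33 on day 3 and −0.74 on day 6. Those of *Fth1*, a ferritin gene, were 0.62 and 0.58. Neither gene was called on either day, and neither was among the genes chosen in advance.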

How the results depend on the processing

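The single-gene values of the text other than those of *Arg1*, which are given separately, were recomputed 1821 times, of which 1544 counted as unchanged, 208 became weaker, 56 became stronger, 12 tested values changed sign and 1 without a test moved. A tested value counted as unchanged when it kept its sign and its side of the thresholds. A value without a test did so when it moved by less than 1 SD between replicates, and 1 of these changed sign (*Nos2* on day 6, from −0.18 to 0.055 without WT replicate 1). With all libraries kept, 988 of 1090 were the same, and with 1 library left out 556 of 731. Fitting every gene without the filter on mean RPKM weakened 34 of 122, and fitting all 18 libraries together strengthened 23 of 121. The cause was not tested for any change in this part.

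Counts of called genes moved by more than 1.5 times under several alternatives. Without the filter on mean RPKM, 184 genes were lower and 145 higher in DKI on day 3, and 159 were called on day 6 (about 1.1e+02 lower and 54 higher), with 43 lower and 30 higher on both days. With all 18 libraries in one fit, 795 were lower and 564 higher on day 3, 1054 lower and 519 higher on day 6, 619 lower and 410 higher on both days, and 6 higher on day 0. That fit shared 375 of the 410 lower genes of day 3 and 456 of the 474 lower genes of day 6. With the replicate block and median centring together, 261 genes were lower on day 3, 295 on day 6 and 116 on both days. Median centring gave 285 lower genes on day 6 and quantile normalization 310, of which 285 and 309 are also among the 474. Across the fits that each left out 1 replicate, the counts ranged from about 1.1e+02 (197 called, of which 90 were higher) to 389 lower and 83 to 326 higher on day 3, from 63 to 655 lower and 27 to 329 higher on day 6, from 27 to 148 lower and 20 to 136 higher on both days, and from 0 to 1 for a genotype effect that differs between day 3 and day 6 (41 genes with an unadjusted p under 0.05 in the fit that called 1). A pseudocount of 0.1, the filter on the mean over all libraries, the replicate block alone, eBayes without trend and no fold change limit kept every count within 1.5 times.

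The share of lower genes among those called on day 6 depended on the scaling. It was 63.9% on the RPKM values as they are, 46.9% after median centring (285 lower, 323 higher), 47.5% after quantile normalization (310 lower, 342 higher) and 48.7% with the block and median centring (295 lower, 311 higher). On day 3 the share was 56.7% and stayed between 52.3% and 58.5% under the alternatives that kept all libraries, and it was 46.3% without DKI replicate 2 (192 lower, 223 higher).

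The replicate block reversed the ratio of distances between and within genotypes on day 0, from 0.918 to 1.61. Once the pair means are removed, simulated noise with independent genes gives 1.14 on average and at most 1.19, so that a ratio above 1 is not by itself evidence of a difference. The 1.61 lies above this and was the largest over the 4 splits that part all pairs (exact permutation p = 0.25, the smallest possible). The other alternatives with all libraries kept it between 0.829 and 0.972, and leaving out 1 replicate between 0.824 and 0.971. With all libraries the ratio stayed between 1.55 and 2.83 on day 3 and between 1.47 and 2.61 on day 6, and with 1 replicate left out between 1.60 and 2.04 and between 1.41 and 1.92. Without the block the exact p of 0.1 on days 3 and 6 could not go lower.

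*Arg1* was higher in DKI MDCs under every alternative on days 3 and 6. On day 3 its log2 fold change of 7.14 no longer passed without the filter on mean RPKM (7.14, adjusted p = 0.0671, in a range of 0.00783 to 0.0671), and in 5 of the 6 fits that left out 1 replicate, with values from 6.37 to 8.52. On day 6 it passed with the block (5.76, adjusted p = 0.0124), with the block and median centring (5.90, adjusted p = 0.0147) and with all 18 libraries in one fit (5.76, adjusted p = 0.0212), where the range over the alternatives was 0.0124 to 0.199. Leaving out 1 replicate gave 4.19 to 7.66 on day 6, and the fit without DKI replicate 2 passed (7.66, adjusted p = 0.0417). On day 0, where *Arg1* was not tested, the log2 difference of 0.059 changed sign without WT replicate 1 (−0.0013) and without DKI replicate 3 (−0.11).

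The unadjusted camera value of the MAPK targets on day 3 was 0.0901 and passed 0.05 with the block (0.0418, in a range of 0.0418 to 0.169 over the alternatives that kept all libraries). With 1 replicate left out it lay between 0.0573 and 0.176. On day 6 it was 0.0370 and no longer passed with the block (0.0563), after median centring (0.0661) or with the inter-gene correlation estimated from the data (0.204), and lay between 0.0251 and 0.108 when 1 replicate was left out (0.108 without DKI replicate 3). The PI3K/AKT set did not pass under any alternative (0.199 to 0.482 on days 3 and 6 with all libraries, 0.0986 to 0.475 with 1 replicate left out).

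Values that changed sign were small or spread widely between replicates. *Ccl5* on day 3 ranged from −3.33 to 0.53 when 1 replicate was left out (0.086 without DKI replicate 2, 0.53 without DKI replicate 3). *Stat5a* on day 0 ranged from −0.19 to 0.038 (0.038 without WT replicate 3, 0.0027 without DKI replicate 1) and *Stat5b* on day 0 from −0.24 to 0.089 (0.089 without WT replicate 3, 0.041 without DKI replicate 1). *Csf2ra* on day 6, at −0.021, was 0.12 after median centring, 0.020 after quantile normalization and 0.12 with the block and median centring, and ranged from −0.27 to 0.30 when 1 replicate was left out (0.14 without WT replicate 1, 0.067 without WT replicate 2, 0.30 without DKI replicate 1). *Nos2* on day 6, which was not tested, moved to −0.68 with a pseudocount of 0.1.

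The depth does not limit the genes named here at the levels above 2 RPKM that were tested, since 3 reads correspond to at most 0.102 RPKM for a gene of 1 kb. It limits the fold change of genes near that floor, such as *Mmp27* in WT MDCs on day 3 (0.101 ± 0.056 RPKM, SD, n = 3). Not every changed gene can be found with 3 libraries per group, since the simulated data without an effect of pairs gave back 72% of the changed genes. Those with an effect of pairs gave back 23% without and 46% with the block. That simulated effect was larger than the residual spread of each gene and was added on top of it. The 23% and 46% need not hold for days 3 and 6, where same-numbered libraries correlated at 0.26 and 0.39.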

Differences from the paper's values

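The paper's counts of differentially expressed genes are larger than those found here. The paper gives 654 genes lower in DKI MDCs on day 3, against 410 here, and the counts under quantile normalization (449) and with all 18 libraries in one fit (795) are within 1.5 times of the paper's, the other alternatives set before the data were examined being outside. For day 6 the paper gives 758 lower genes, against 474 here, and the alternatives within 1.5 times are all 18 libraries in one fit (1054) and the fit without DKI replicate 2 (655). The paper gives 750 genes higher on day 3, against 313 here, and among the alternatives set before the data were examined the fit of all 18 libraries (564) is within 1.5 times. For the paper's 818 genes higher on day 6, against 268 here, none of those alternatives closed the gap. The paper's Table S1 holds 7 genes lower and 36 genes higher in DKI monocytes on day 0, against 0 and 0 here (44 genes with an unadjusted p under 0.05), and none of the alternatives set before the data were examined closed the gap, although all 18 libraries in one fit called 6 genes higher. For both days together, the paper's Table S4 holds 480 lower and 595 higher genes, against 230 and 173 here, and for both the fit of all 18 libraries (619 and 410) is within 1.5 times and no other alternative is.

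The genes of the paper's tables were compared one by one. Table S2 holds 1403 genes for day 3, of which 653 are lower and 750 higher in DKI, and Table S3 holds 1576 for day 6. Of those in Table S2, 1368 were fitted here, all with the same sign, 1274 with an unadjusted p under 0.05, and 671 were called (535 with the block), while 52 of the 723 genes called here are not in the table. Of those in Table S3, 1538 were fitted, all with the same sign, 1389 with an unadjusted p under 0.05, and 663 were called (673 with the block), while 79 of the 742 genes called here are not in the table. Of the 43 genes of Table S1, 43 had the same sign here and 13 an unadjusted p under 0.05. Of the 480 genes in the first column of Table S4, 474 are lower in DKI in both tables, and of the 595 in its second column 594 are higher in both.

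Log2 fold changes of the paper's Tables S2 and S3 were compared for 104 gene and day pairs, of which 0 had the opposite sign and 15 differed by more than the replicate spread, each being larger in size in the paper. With a pseudocount of 0.1, 4 of the 104 differed. The paper gives −3.08 for *H2-Eb2* on day 3, against −1.89 here, −6.92 for *Itgae* on day 6, against −4.41, −3.17 for *Cx3cl1* on day 3, against −2.05, −4.07 and −3.62 for *Ikzf4* on days 3 and 6, against −2.51 and −2.91, 7.53 for *Cbr2* on day 3, against 5.19, 6.66 for *Igf1* on day 3, against 4.95, and −5.92 for *Hepacam2* on day 3, against −5.06. For these 8 values the pseudocount of 0.1 is the only alternative set before the data were examined under which the value falls within the paper's. For *Stab1* on day 3 the paper gives 6.48, against 5.33 here, and the alternatives within it are the pseudocount of 0.1 and the fits without WT replicate 1, without DKI replicate 2 and without DKI replicate 3. The paper's value for *Tlr3* on day 6 is 2.89, against 1.92 here, with the same alternatives within it. For *Lyz1* on day 6 the paper gives 2.29, against 1.97, and the alternatives within it are the pseudocount of 0.1, median centring, quantile normalization, the block with median centring, and the fits without WT replicate 1, without WT replicate 2 and without DKI replicate 2. None of the alternatives closed the gap for *Itgae* on day 3 (−7.18 in the paper, −4.98 here), *Cbr2* on day 6 (6.62 and 3.44) and *Mmp27* on days 3 and 6 (7.55 and 7.48 in the paper, 3.95 and 3.97 here).

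Several genes that the paper lists as differentially expressed were not called here. Among the moDC-associated genes on day 3 these are *Cd74* (adjusted p = 0.0973 from limma), *H2-Aa* (0.118), *H2-Ab1* (0.0793), *Id2* (0.119) and *Itgax* (0.163), which all 18 libraries in one fit called, *Cd24a* (0.0732), called by that fit and without DKI replicate 3, *Cd82* (0.0694) and *H2-Eb1* (0.0597), called by that fit and without DKI replicate 1, *Ciita* (0.0548), called by that fit, after median centring, after quantile normalization and without DKI replicate 1, and *Batf3* (0.205), which no alternative called. On day 6 they are *Cd74* (0.0764), *Ciita* (0.123) and *Runx3* (0.0630), called by the fit of all 18 libraries and without DKI replicate 2, *Cd82* (0.0544), called with the block and by the fit of all 18 libraries, *Itgax* (0.103), called without DKI replicate 2, *Batf3* (0.0900) and *Bhlhe40* (0.0517), called with the block and with the block and median centring, and *Id2* (0.0502), called with a pseudocount of 0.1, by the fit of all 18 libraries, by eBayes without trend and without DKI replicate 2.

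Among the macrophage-associated genes on day 3, the paper lists *Mmp8* (adjusted p = 0.0958 from limma here), which the block, the block with median centring and the fit of all 18 libraries called, *Tlr3* (0.138) and *Irf7* (0.109), which the fit of all 18 libraries called, and *Fcgr1* (0.230), *Ccl8* (0.173), *Mmp9* (0.188) and *Csf1r* (0.169), which no alternative called. On day 6 it lists *Arg1* (0.120), called with the block, with the block and median centring, by the fit of all 18 libraries and without DKI replicate 2, *Mertk* (0.0689), *Ccl12* (0.0720) and *Tlr3* (0.0700), called by the first 3 of these, *Ccl8* (0.195), called with the block and with the block and median centring, *Mmp8* (0.178), called without WT replicate 2, and *Fcgr1* (0.340), *Mmp9* (0.271) and *Csf1r* (0.403), which no alternative called. *Csf2rb2* was called here on days 3 and 6 (log2 fold change −0.92 and −0.81) and is not in the paper's tables.

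The paper states that WT MDCs express more *Ccl5* than DKI MDCs and refers to Figure 1G. Here *Ccl5* was not called on either day (log2 fold change −0.90 on day 3 with an adjusted p of 0.804, and −3.61 on day 6 with an adjusted p of 0.0933), and no alternative called it. The paper lists it in Table S3 for day 6 and not in Table S2 for day 3. The paper shows *Cd86* on day 3 and *H2-Aa*, *H2-Ab1*, *H2-Eb1* and *H2-Eb2* on day 6 among the genes of Figure 1G, and these are neither in its tables for those days nor called here (adjusted p = 0.242, 0.112, 0.127, 0.0863 and 0.151).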

Other observations

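In this part the tests of other splits of the gene sets, of bone and stroma markers and of genes near *Stat5a* were chosen only after the results were seen.

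The number of called genes was compared with that of other splits of the same libraries. Of the 10 splits of the 6 libraries of a day into 3 and 3, 4 part all same-numbered pairs, the real one among them. On day 3 and day 6, 1 of these 4 splits, the real one, gave as many called genes. The other splits gave 0 called genes, with at most 270 genes on day 3 and 93 on day 6 at an unadjusted p under 0.05, against 2583 and 2778 in the real split. On day 0, 4 of the 4 splits gave as many called genes, since none was called (44 at an unadjusted p under 0.05 in the real split and at most 16 in the others). The 6 splits that part only 1 pair gave at most 2 called genes. On day 0 they gave up to 2676 genes at an unadjusted p under 0.05, in which same-numbered libraries stay together for the other pairs. With 4 splits the share cannot go below 0.05. No gene passed for a genotype effect that differs between days 3 and 6, and 89 had an unadjusted p under 0.05. Since that count is 0, each of the 32 splits that swap the days within same-numbered libraries gives as many genes by construction (32 of 32), which carries no information. In 20 of the 32 splits, as many genes as the real 89 had an unadjusted p under 0.05. In simulated data with independent libraries the test recovered 68% of the changed genes, so 0 calls do not show that the effect is equal on both days. The simulation held no variation shared between days 3 and 6, so the share recovered in these data may differ.

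The gene set tests were less specific to genotype than the gene counts. On day 3, 48 of 759 Reactome sets passed (28 lower and 20 higher in DKI, 47 with the block), and on day 6, 54 of 761 (29 lower and 25 higher, 54 with the block). On both days 4 of the 4 splits gave as many sets, and another split gave 205 sets on day 3 and 136 on day 6. For the PI3K/AKT set 2 of the 4 splits gave a camera p as small on day 3 and 1 on day 6, and for the MAPK targets 1 of the 4 splits on each day. Camera with a fixed inter-gene correlation may therefore pass sets that differ between libraries for reasons other than genotype, and 4 of 4 splits with as many sets is what such differences would give.

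On day 0 the paper lists 36 genes higher and 7 lower in DKI monocytes in Table S1. Markers of B and plasma cells outside that table (9 of the 10 chosen) were higher in DKI in 3 of 3 pairs, with mean log2 differences of 0.31, 0.46 and 0.10. This is consistent with RNA from B and plasma cells in the DKI preparations as a source of the higher genes, which is a hypothesis. Bone and stroma markers are another possible source. Of 5 such markers, 4 are in Table S1 and higher in DKI, and the other, *Bglap2*, was higher in DKI in 3 of 3 pairs, by 0.55, 1.16 and 0.18. As *Bglap2* is a near copy of *Bglap*, which is in Table S1, this single marker does not settle it, and the higher genes cannot be told apart from RNA of bone and stromal cells. The paper gives a purity of the monocytes greater than 85%. For the lower genes, 5 of 7 eosinophil markers are in Table S1 themselves, and the mean of the 2 others was lower in DKI in 2 of 3 pairs, with differences of −0.0035, −0.13 and 0.12. These 2 markers were below 2 RPKM in every library of day 0, and the 5 in Table S1 were lower in DKI in all 3 pairs, so that the lower genes cannot be told apart from less eosinophil RNA in the DKI preparations. Unequal sex of the mice was not ruled out for the genes called on day 3, since 0 of the 5 sex-linked markers chosen are among the genes analysed here. Of the 4 other genes listed on chromosome Y, 3 were 0 in all 18 libraries and *Gapdh-ps15*, a pseudogene, was at most 0.904 RPKM in any library.

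Genes near *Stat5a* differed between WT and DKI monocytes before stimulation, but only in the fit with the replicate block. Within 10 Mb of the start of *Stat5a* (chromosome 11 of mm10, 100859351), 23 of 173 genes (13.3%) had an unadjusted p under 0.05 on day 0 with the block. Elsewhere 235 of 8791 genes did (2.67%, Fisher's exact test, p = 7.3e-10). Immunoglobulin genes, *Stat5a*, *Stat5b*, *Kpna2* and genes without an autosomal position were left out. Without the block, 0 genes near *Stat5a* and 2 elsewhere had an unadjusted p under 0.05 (Fisher's exact p = 1). With so few genes under 0.05, the comparison without the block says little about this region. No gene near *Stat5a* or elsewhere passed adjustment over all genes in either fit. Of 141 windows of 20 Mb away from *Stat5a*, 0 had as large a share, and the largest was 7.69%. Of the 4 splits that part all same-numbered pairs, 1, the real one, gave a Fisher p as small, and the others gave 0.00241, 0.0835 and 0.885. Of the 23 genes, 13 were lower and 10 higher in DKI, with a median log2 difference of 0.23 in size. Of the 21 fitted again later, 15 had the same direction on day 3 and 14 on day 6. These values are consistent with a chromosome segment of another strain or substrain carried along with the *Stat5a* and *Stat5b* mutations, which could alter nearby genes independently of STAT5 tetramers. It is a hypothesis that sequence around the mutations would settle, and with 4 splits it cannot be told apart from chance differences between libraries. *Ccr7* lies in this region.

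The gene that drew attention to this region, *Kpna2*, was chosen after its values were seen. It lies on chromosome 11 from 106988629 to 106999525, 6.13 Mb from *Stat5a*. On day 0 it was at 3.15, 8.21 and 6.54 RPKM in the WT libraries and at 0.303, 0.421 and 5.15 RPKM in the DKI libraries. On day 3 it was at 2.75, 2.504 and 2.01 RPKM in WT and 0.037, 0.337 and 2.47 RPKM in DKI, and was not called (log2 fold change −1.01, adjusted p = 0.225 from limma, 0.241 with the block). The day 6 values were 2.06, 2.81 and 2.11 RPKM in WT and 0.131, 0.352 and 0.666 RPKM in DKI (log2 fold change −1.28, adjusted p = 0.0365 from limma, 0.0551 with the block). The DKI library of replicate 3 was closer to WT than the other DKI libraries on day 0 and exceeded the WT library of the same number on day 3.

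The paper measured GM-CSF receptor chains as proteins and found both higher in DKI MDCs. The mRNA values were not higher. *Csf2ra* was 203 ± 19.3 RPKM in WT and 128 ± 50.0 RPKM in DKI MDCs on day 3 (SD, n = 3; log2 fold change −0.75, adjusted p = 0.223 from limma, 0.244 with the block) and 175 ± 49.0 and 175 ± 60.7 RPKM on day 6 (log2 fold change −0.02, 0.12 after median centring). *Csf2rb* was 674 ± 85.8 and 442 ± 154 RPKM on day 3 and 585 ± 55.2 and 365 ± 89.8 RPKM on day 6 (log2 fold change −0.71, adjusted p = 0.113, 0.0981 with the block), and was not called on either day.

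*Csf1r*, *Adgre1* and *Nos2*, whose proteins the paper also measured by flow cytometry, were not called on any day. *Csf1r*, the gene of CD115, had a log2 fold change of 0.83 on day 3 (adjusted p = 0.169 from limma, 0.110 with the block) and 0.82 on day 6 (adjusted p = 0.403, 0.0900 with the block), and was higher in DKI in each pair. *Adgre1*, the gene of F4/80, changed by 0.65 and 0.54 (adjusted p = 0.257 and 0.197, 0.204 and 0.160 with the block). *Nos2*, the gene of iNOS, was at 0.334, 0.300 and 0.0468 RPKM in WT and at 10.4, 0.216 and 0.0483 RPKM in DKI MDCs on day 3 (log2 fold change 1.00, adjusted p = 0.523, 0.424 with the block), so that 1 DKI library accounts for the difference, and it was below 2 RPKM in all libraries on day 6.

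Because the sample labels name liver, 4 genes expressed by hepatocytes were looked up. Of their 72 values over the 18 libraries, 70 were 0, and the highest was 0.0470 RPKM.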
